# Growth-regulated co-occupancy of Mediator and Lsm3 at intronic ribosomal protein genes

**DOI:** 10.1093/nar/gkae266

**Published:** 2024-04-13

**Authors:** Wael R Abdel-Fattah, Mattias Carlsson, Guo-Zhen Hu, Ajeet Singh, Alexander Vergara, Rameen Aslam, Hans Ronne, Stefan Björklund

## Abstract

Mediator is a well-known transcriptional co-regulator and serves as an adaptor between gene-specific regulatory proteins and RNA polymerase II. Studies on the chromatin-bound form of Mediator revealed interactions with additional protein complexes involved in various transcription-related processes, such as the Lsm2–8 complex that is part of the spliceosomal U6 small nuclear ribonucleoprotein complex. Here, we employ Chromatin Immunoprecipitation sequencing (ChIP-seq) of chromatin associated with the Lsm3 protein and the Med1 or Med15 Mediator subunits. We identify 86 genes co-occupied by both Lsm3 and Mediator, of which 73 were intron-containing ribosomal protein genes. In logarithmically growing cells, Mediator primarily binds to their promoter regions but also shows a second, less pronounced occupancy at their 3′-exons. During the late exponential phase, we observe a near-complete transition of Mediator from these promoters to a position in their 3′-ends, overlapping the Lsm3 binding sites ∼250 bp downstream of their last intron–exon boundaries. Using an unbiased RNA sequencing approach, we show that transition of Mediator from promoters to the last exon of these genes correlates to reduction of both their messenger RNA levels and splicing ratios, indicating that the Mediator and Lsm complexes cooperate to control growth-regulated expression of intron-containing ribosomal protein genes at the levels of transcription and splicing.

## Introduction

Mediator is an essential transcriptional co-regulator transmitting signals from promoter-bound activators and repressors to the RNA polymerase II (Pol II) preinitiation complex (1–3), and it is also involved in transcription termination of some genes (4). We previously used ChIP-seq to identify yeast Mediator occupancy at gene promoters but also at multiple, nonpromoter chromatin regions, so-called chromosomal interaction domain boundaries (5). These experiments were combined with biochemical methods to show that Mediator isolated from the chromatin fraction of the yeast *Saccharomyces cerevisiae*, in contrast to traditionally purified Mediator from the soluble (nonchromatin) fraction, interacts with an additional set of 88 proteins. Thirty-eight of these proteins were found to be subunits of protein complexes involved in different activities related to transcription, for example chromatin remodeling [RSC (6)], messenger RNA (mRNA) 3′-end processing [CPF and CF1A (7)] and gene looping [Ssu72 (8)]. We also identified Mediator-associated protein complexes that are mostly known for their cytoplasmic functions, but have also been found to shuttle in and out of the nucleus. Examples of such complexes are Arp2/3, involved in actin nucleation (9), and the Lsm complex that is engaged in mRNA processing activities such as nuclear pre-mRNA splicing and cytoplasmic mRNA decay (10). The chromatin locations where Mediator interacts with these proteins and complexes have so far not been identified.

Lsm constitutes a family of RNA binding proteins found in virtually all organisms from prokaryotes to eukaryotes (11). They assemble into rings of six to seven Lsm protein molecules and play various roles in mRNA processing and regulation. *Saccharomyces cerevisiae* encodes nine Lsm proteins and most of them are essential for growth (12). In most reports, the Lsm1–7 complex is described to be cytoplasmic where it promotes mRNA decapping and decay (13). In contrast, the Lsm2–8 complex is considered to have a nuclear localization and to function in splicing (14). However, also a complex of Lsm1–7, Pat1 and additional proteins has been shown to be present in the nucleus and to interact with gene promoters (15). In our previous study of interactors with the chromatin-bound form of Mediator (5), we identified all subunits of the Lsm1–7/Pat1 complex. However, we did not detect any Lsm8. Structure-guided mutagenesis of genes encoding subunits of the nuclear Lsm2–8 ring showed that the lethality of deletions of these genes can be suppressed by overexpression of U6 small nuclear RNA (snRNA) or the U6 small nuclear ribonucleoprotein subunit Prp24, indicating that stabilization of U6 snRNA is an essential function of the yeast Lsm2–8 proteins (16). Here, we present results from ChIP-seq experiments identifying chromatin regions and genes that are co-occupied by Lsm3 and Mediator globally, and RNA sequencing (RNA-seq) experiments describing the functional impact of Mediator–Lsm interactions on transcription and splicing of ribosomal, intron-containing (IC) genes in *S. cerevisiae*.

## Materials and methods

### Yeast strains and growth conditions

The wild-type haploid *S. cerevisiae* strain BY4742 (*MAT***a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0) was used both for ChIP-seq of Mediator subunits Med1 and Med15 and for purification of RNA for RNA-seq experiments. Derivatives of BY4742 containing C-terminally tandem affinity purification (TAP)-tagged versions of Lsm3 protein (Horizon) or Rna14 protein (Open Biosystems) were also used in the ChIP-seq experiments. For experiments using cells at different growth phases, single colonies of *S. cerevisiae* BY4742 cells were inoculated into 10 ml of YPD medium (1% yeast extract, 2% bacto-peptone and 2% glucose), precultivated in YPD at 30°C, diluted in fresh YPD to an OD_600nm_ of 0.1–0.15 and cultivated for 2 h at 30°C, after which the first samples (labeled 0 h in the figures) were harvested. Subsequent samples were harvested at 2, 4 and 6 h after the 0 h point for ChIP-seq or RNA-seq assays.

### Purification of Med1 and Med15 antibodies

Immunoglobulins were purified using Protein A-Sepharose from sera of rabbits (Agri Sera AB) immunized with a mixture of two synthetic peptides (C^4^APVQDKDTLSNAER^17^ and C^1049^EKQEVTNEAPFLTS^1062^ of Med15) derived from the Med15 protein, or with a full-length purified recombinant Med1 protein expressed from the pET6xhisMed1 plasmid in *Escherichia coli* strain BL21-DE3 as previously described (17,18). Specific antibodies against Med1 or Med15 subunits of Mediator were affinity purified using Med1-coupled or Med15 peptide mixture-coupled Dynabeads, respectively.

### Co-immunoprecipitation of Med1 and Lsm3 from the chromatin fraction of cell lysates

Cells of an *LSM3-TAP* strain (Open Biosystems) were grown at 30°C in 50–60 l of YPD medium to an OD_600nm_ of 4. Cell lysis and separation of chromatin fractions were performed using the standard protocol (19), except that we used ammonium sulfate to 0.5 M final concentration instead of 1 M to release chromatin-associated proteins, as we have described previously (5). For immunoprecipitation, 100 μl of Protein A/G-coupled magnetic beads (Thermo Scientific) were incubated with 75 μl of α-Protein A antibody (Sigma, #P3775-1VL) at 4°C for 1 h. Aliquots of 250 μl of chromatin extracts were added to the beads and further incubated at 4°C on a rotator overnight. The next day, flow-through was removed and the beads were washed three times with 500 μl buffer X [40 mM HEPES, pH 7.6, 10% glycerol, 150 mM KOAc, 1 mM dithiothreitol with protease inhibitors (Roche Applied Science) and phosphatase inhibitors (Roche Applied Science)]. The washes were pooled and precipitated with 15% trichloroacetic acid (TCA; Sigma). Beads and TCA-precipitated proteins in the wash were incubated in 30 μl of sodium dodecyl sulfate (SDS) loading dye followed by heating at 95°C for 5 min. The input sample was diluted 10 times before loading on the gel. Samples from the immunoprecipitation were separated by 4–15% (Bis-Tris) sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE; Bio-Rad) and proteins were transferred to polyvinylidene fluoride (PVDF) membranes by blotting. The membrane was cut into two pieces based on the molecular weight of the proteins and probed with α-Protein A or α-Med1 antibodies followed by incubation with horseradish peroxidase (HRP) conjugating Clean-Blot™ detection reagent (Thermo Scientific, #21230) and visualization using the ChemiDoc gel documentation system (Bio-Rad).

### ChIP-seq

ChIP-seq was essentially performed as previously described (20) with the following modifications. Cells were subjected to cross-linking (0.8% formaldehyde) for 15 min at room temperature. Cross-linking was stopped by the addition of 125 mM glycine to the cultures. Cells were collected and lysed in lysis/IP buffer [140 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 1% Triton X-100, 0.1% sodium deoxycholate, 50 mM HEPES/KOH, pH 7.5, 1 mM phenylmethylsulfonyl fluoride (PMSF) and protease inhibitors (Roche Applied Science)]. Lysis was performed at 4°C using 0.5 mm glass beads (BioSpec Products, Inc.) in a FastPrep-24 machine (5 × 1-min bursts at a speed of 6.0 m/s). To obtain sheared chromatin fragments between 200 and 500 bp in size, we used a Covaris^®^ E220 focused ultrasonicator for 12 min (settings: peak intensity power of 150 W with a duty factor of 28%, 200 cycles per burst at 3–7°C). Sonicated chromatin was incubated with 10–20 μg of IgG-coupled magnetic beads (Novex^®^ from Life Technologies) to detect Lsm3-TAP and Rna14-TAP, or with anti-Med1 or anti-Med15 antibodies bound to Protein A-coupled magnetic beads to detect Med1 and Med15. Following overnight rotation at a speed of 10 rpm at 4°C, the magnetic beads were washed three times with lysis/IP buffer and once with TE buffer (10 mM Tris, pH 8.0, 1 mM EDTA). After washing, bound DNA was eluted at 65°C in elution buffer (TE buffer containing 1% SDS) for 10 min and incubated at 65°C overnight to reverse cross-links. After the reversal of cross-linking, immunoprecipitated DNA was treated sequentially with RNase A and proteinase K to digest RNA and proteins. The DNA fragments were then cleaned using the ChIP DNA Clean & Concentrator™ kit (Zymo Research). Aliquots of 1–2 ng of DNA from each sample were tested for proper shearing using a fragment analyzer (Agilent 2100 Bioanalyzer G2938C), and then sent to SciLife National Genomics Infrastructure (Sweden) for library preparation using the SMARTer ThruPLEX kit and subsequent paired-end sequencing using Illumina NovaSeq S4-200 cycle flow cells in individual lanes.

### Processing of ChIP-seq Illumina sequencing data

On average, each Lsm3-TAP ChIP-seq experiment produced 5–6 million mapped reads from Bowtie2 paired-end alignment to the sacCer3 reference genome. After mapping of reads, we called narrow peaks at an average fragment size of 300 bp and a false discovery rate of <0.05. ChIP-seq using an untagged wild-type strain was used as control for peak calling and enrichment analyses. We obtained positive linear correlation profiles between three biological replicates on the entire genome using a bin size of 1 kb (Supplementary Figure S1A and B). Next, we filtered out peaks that were detected in all three replicates and showed >2-fold enrichment in at least one of the replicates, to identify chromatin regions that were significantly enriched for Lsm3 occupancy.

For Mediator ChIP-seq experiments, we used Dynabeads-coupled, affinity-purified antibodies specific for the Med1 (middle module) or Med15 (tail module) subunit with samples from the wild-type *BY4742* strain grown in YPD that were collected at different time points during the exponential growth phase. Alignments and peak callings were performed as described for the Lsm3-TAP ChIP (see above). Positive linear correlation profiles were obtained between three biological replicates of each ChIP-seq on the entire genome using a bin size of 1 kb (Supplementary Figure S1C and D). We identified genomic regions of Mediator occupancy (>2-fold above background) genome-wide. The genomic regions (±500 bp) enriched in Mediator ChIP-seq were used to retrieve lists of Med1 and Med15 co-occupied genes using the YeastMine database. We manually removed a set of genes that were located close to broad diffuse peaks, genes where the peaks were found downstream from the coding sequences (CDS) and genes where the peaks overlapped with hyper-ChIPable regions (HCRs), dubious open reading frames (ORFs), noncoding RNA genes, autonomously replicating sequences, centromeres or transposable elements using the Integrative Genomics Viewer (IGV). For comparison and validation, we used score files from previously published ChIP-seq data (5) for a set of TAP-tagged Mediator subunit strains representing each of the four Mediator modules: head (TAP-Med17), middle (Med1, TAP-Med14, TAP-Med19), tail (TAP-Med3, Med15, TAP-Med15) and kinase (TAP-CycC). The ChIP-seq data using Med1 and Med15 antibodies were combined with the data using TAP-tagged strains and the co-occupied genes were arranged into four distinct groups by *k*-means clustering.

### ChIP-qPCR

To validate the ChIP-seq results and to study occupancy for each of the Lsm1, Lsm3 and Lsm8 proteins, we employed reverse transcription quantitative polymerase chain reaction (RT-qPCR) utilizing extracts isolated from yeast strains expressing each of these proteins with 3× Flag-epitope tags. Cells were processed as described for the ChIP-seq experiments above to obtain DNA fragments for ChIP-qPCR. Sonicated chromatin was incubated with 10–20 μg of anti-rabbit IgG magnetic Dynabeads (Invitrogen) or anti-FLAG M2 magnetic beads (Sigma–Aldrich) at 4°C with rotation overnight. The beads were washed twice with 500 μl cold IP buffer [140 mM HEPES–KOH, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM PMSF and Roche cOmplete™ Protease Inhibitor Cocktail (Sigma–Aldrich)] and once with cold Tris–EDTA buffer (10 mM of Tris–HCl, pH 8.0, 1 mM EDTA). The cross-linked DNA–protein complexes were eluted by incubation with 150 μl elution buffer (Tris–EDTA buffer + 1% SDS) at 65°C for 10 min. Cross-links were reversed by incubation overnight at 65°C. Proteinase K was added to a final concentration of 0.67 mg/ml and the samples were incubated at 42°C for 2–4 h. DNA was isolated using phenol/chloroform extraction and ethanol precipitation. The input as well as the IgG and Flag-immunoprecipitated DNA samples were analyzed by qPCR using primers specific for *RPL19B* (5′-GGAATCCAAGGGTAACGCCT-3′ and 5′-CAGCTTCTTCGTTCAAAGCC-3′), *RPL23A* (5′-CCAGCTATTGTTGTCCGTCA-3′ and 5′-CCCTTAGGATTAGCGATGACAC-3′), *snR17B* (5′-AATGGCGCGATGATCTTGAC-3′ and 5′-GTCAGACTGCCATTTGTACCC-3′) and *RPL29* (5′-GGCTCACAGAAACGGTATCA-3′ and 5′-CCTTAGCAGTGCCGTGTAG-3′).

### RNA-seq and processing of Illumina sequencing data

*Saccharomyces cerevisiae* BY4742 cells were grown as described above. We used 24 biological replicates for the 0 h point and 6 biological replicates for each subsequent time point. Total RNA was prepared from each sample with the RNeasy Mini Kit (Qiagen) using the protocol of the kit manufacturer for purification of total RNA from yeast by enzymatic lysis. Sequencing was performed by the SNP&SEQ Technology Platform, Science for Life Laboratory, Uppsala, Sweden. Sequencing libraries, including polyA selection, were prepared from 500 ng of total RNA using the TruSeq stranded mRNA library preparation kit (Illumina, Inc.). Further quality control and generation of counts of reads mapped to genes using both StringTie and STAR aligners in combination with featureCounts as part the nfcore/rnaseq best-practice analysis pipeline was performed by the National Genomics Infrastructure, Uppsala, Sweden (https://github.com/nf-core/rnaseq). The ComBat-seq program was used to adjust the data for batch differences in the efficiency of polyA selection. We regenerated the counts of mapped reads using featureCounts with two different settings, counting either over the entire genes or over exons only. A total of 376 IC genes from the *Saccharomyces* Genome Database (SGD) were filtered for the presence of introns with a minimum intron length of 25 bp according to the Saccharomyces_cerevisiae.R64-1-1.106.gtf genome annotation. We used a constraint of a minimum of 75 mapped reads while allowing for zero mapped reads within the introns of each IC gene. Finally, we removed genes associated with HCRs. This filtering left 141 IC genes that were used for further analysis. We calculated intron mapped read counts as the difference between whole gene counts and exon-only counts and estimated the fraction of splicing in each IC RNA species by considering the relative length of introns and exons, obtaining a splice ratio value between 0 (no splicing) and 1 (fully spliced). Counts of reads mapped to genes (gene counts) were used when analyzing and comparing expression levels after normalization by scaling each sample library to the average library size. Data points of splice ratios and gene counts in figures were taken as averages of samples at each time point or over all time points.

## Results

### Lsm3 interacts with chromatin-associated Mediator

In a previous study (5), we used strains expressing Myc-tagged versions of the Med7 and Med17 Mediator subunits in pull-down experiments from chromatin extracts to identify proteins that specifically interact with the chromatin-bound form of Mediator. Among the 88 proteins we identified, 11 were subunits of the Pat1–Lsm complex. In order to complement and confirm these results, we here used a strain expressing TAP-tagged Lsm3 (21) to perform reciprocal experiments, i.e. that Lsm3 can pull down Mediator in chromatin extracts. An untagged strain was used as a negative control. In agreement with our previous results, we found that immunoprecipitation of Lsm3 can pull down Mediator in two independently isolated chromatin protein extracts (Figure 1A and Supplementary Figure S2A). Since Lsm3 is part of both the Lsm1–7 and Lsm2–8 complexes, we also performed similar co-immunoprecipitation experiments using strains expressing Flag-tagged Lsm1 and Flag-tagged Lsm8, respectively. The results show that both Lsm1 and Lsm8 can pull down Mediator (Med1 and Med4) isolated from chromatin (Supplementary Figure S2B).

**Figure 1.**
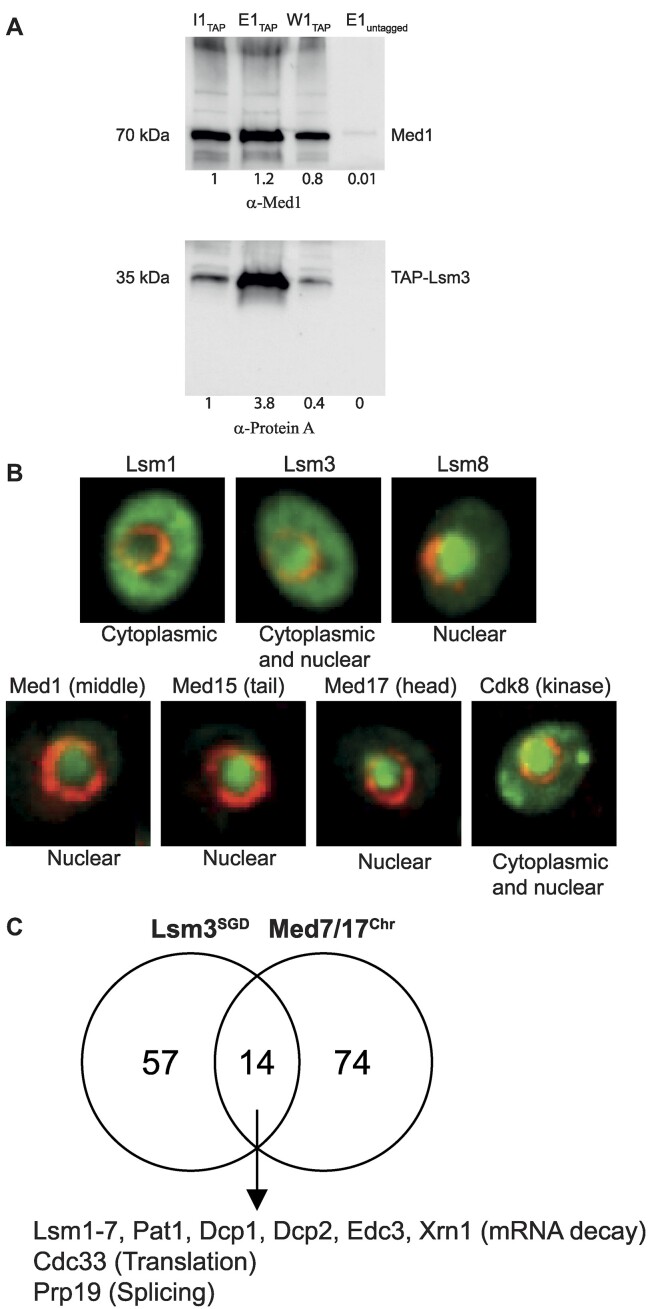
Lsm3 chromatin association and interaction with Mediator. (**A**) Co-immunoprecipitation of Med1 and Lsm3-TAP from chromatin. Chromatin extract was isolated from a strain expressing Lsm3-TAP and immunoprecipitated using IgA magnetic beads. Beads were washed with buffer A and proteins bound to the beads were eluted using 1× SDS sample buffer. Proteins from input (I, 10 times diluted), eluate (E) and wash (W) were resolved on 4–15% SDS–PAGE, transferred to a PVDF membrane and blotted using α-Protein A (lower part) or α-Med1 (upper part) antibodies followed by incubation in Clean-Blot™ IP (HRP) detection reagent (Thermo Scientific). Quantifications of bands were conducted using the ImageJ software (https://imagej.net/ij/) and normalized to the input (set to 1). (**B**) Cellular localization of Lsm and Mediator protein subunits. Selected images representing the indicated proteins were retrieved from the YeastRGB open-source initiative (http://www.yeastrgb.org/). The green fluorescence is from each ORF under the control of their native promoters and C-terminally fused to mNeonGreen followed by their endogenous terminator. The red fluorescence is from expressing NUP49 tagged with mCherry to highlight the nuclear membrane. (**C**) Venn diagrams representing the overlap between the 88 proteins previously shown to interact with Med7 and Med17 in chromatin (5) and 71 Lsm3 physical interactors, identified using the SGD (https://www.yeastgenome.org).

Next, we used the YeastRGB open-source initiative (22) to study cellular localization of a set of Lsm and Mediator subunits (Figure 1B). Lsm1 accumulated in the cytoplasm, Lsm8 was exclusively nuclear, whereas Lsm3 localized to both the cytoplasm and nucleus, supporting the findings that Lsm1–7 forms a primarily cytoplasmic complex, while Lsm2–8 shows a preferred nuclear localization (14). We found that most core Mediator subunits were exclusively nuclear, while the kinase module subunit Cdk8 was detected both in the nucleus and in multiple cytoplasmic foci.

We also made a comparison of our previously reported chromatin-associated Mediator interactome data of 88 proteins (5) with 71 Lsm3 interacting proteins retrieved from the SGD. We identified a set of 14 common interactors that function at different stages of RNA processing, including splicing [Prp19 (23)], translation [Cdc33 (24)] and mRNA decay [the Lsm–PAT1 complex subunits Dcp1/2, EDC3 and Xrn1 (25,26)] (Figure 1C). Lsm3 and Prp19 have both been found in transiently interacting complexes formed during spliceosome assembly and activation (27,28). Prp19 accumulates at specific chromatin locations peaking ∼500 bp downstream of the 3′-splice sites of IC genes and participates in co-transcriptional splicing of ribosomal protein (RP) RNAs in yeast (29).

### Lsm3 is enriched at 3′-exons of IC–RP genes

To determine global Lsm3 occupancy, we performed ChIP-seq assays using the *LSM3-TAP* strain and IgG-coupled Dynabeads. Three biological replicates of ChIP-seq assays were performed using an untagged strain as control (see Supplementary Figure S1B for comparisons between the biological replicates). We identified 127 Lsm3-occupied chromatin regions distributed over all 16 chromosomes (Figure 2A and Supplementary Table S1). Eleven Lsm3 peaks overlapping with 238 previously described HCRs (30) were removed from all subsequent analyses (Supplementary Figure S3A and Supplementary Table S2), even though most of these peaks neither overlapped extensively with the HCRs nor were detected in ChIP-seq assays using the untagged strain (Supplementary Figure S3B). The 116 remaining base coordinates were used to retrieve a list of 149 Lsm3-occupied genes. In 33 cases (66 genes/33 regions), 2 genes mapped to the same Lsm3-occupied region. These were of four types: convergent, parallel, embedded in intronic regions and having overlapping 3′-exons (Supplementary Table S2 and Supplementary Figure S3C and D). For the first three types, we included the gene that overlapped with the peak summit and omitted the gene that did not. For the fourth type, we removed genes encoding dubious ORFs according to the SGD to obtain a final set of 116 curated Lsm3-occupied genes (Supplementary Table S3).

**Figure 2.**
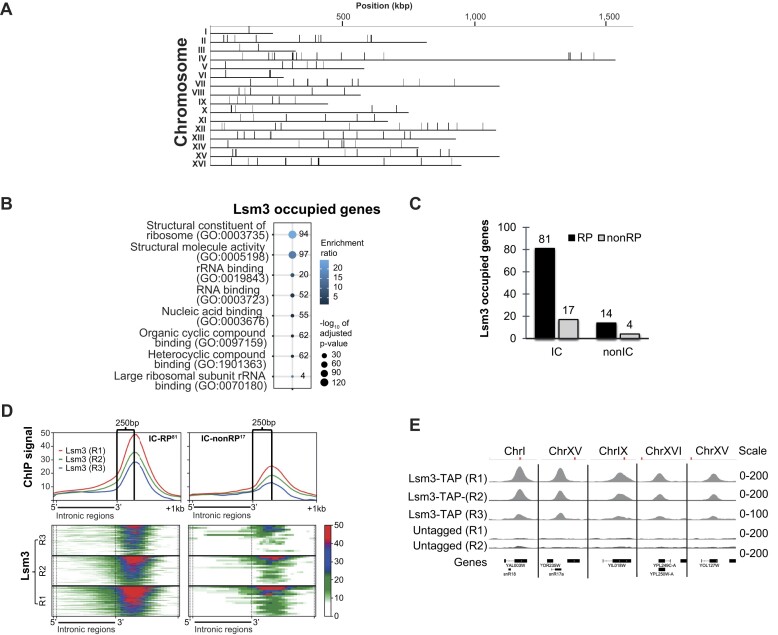
ChIP-seq analysis of Lsm3-TAP. (**A**) Overview of the locations of Lsm3 binding sites (vertical black lines) along the 16 yeast chromosomes. Top scale indicates chromosome size (kb). (**B**) Gene ontology (GO) analysis for the 116 Lsm3-occupied genes. Molecular functions with adjusted *P*-value ≤0.05 were extracted. Numbers to the right of circles indicate the number of Lsm3-occupied genes in each molecular function annotation. (**C**) Bar plot comparing the number of genes (top of each bar) of the four different classes of genes bound by Lsm3. IC, intron-containing genes; nonIC, genes that lack introns; RP, genes encoding ribosomal proteins; nonRP, genes encoding proteins other than ribosomal proteins. (**D**) Occupancy profiles (top) and heatmaps (bottom) of Lsm3 ChIP signals relative to the 3′-ends of the 81 IC–RP genes (left) and 17 IC–nonRP genes (right). Numbers on the top of each panel indicate the distance (bp) between the 3′-ends of introns and the peak summits. Replicate experiments are indicated as R1, R2 and R3. (**E**) IGV images from three independent Lsm3 ChIP-seq replicates compared to two independent replicate controls (untagged) at five representative IC genes. Red marks indicate the position of each gene relative to the chromosome starts and ends.

GO analysis of the Lsm3-occupied genes showed highest enrichment of the molecular function categories ‘Structural constituent of ribosome’ and ‘Structural molecule activity’ (Figure 2B and Supplementary Table S4). Accordingly, we found that 81% of the Lsm3-occupied genes (94 of 116 genes, *P*-value = 4.6 × 10^−157^) were RP genes but also that 84% were IC genes (97 of 116 genes, *P*-value = 2.2 × 10^−109^) (Figure 2C). The 116 genes were further subdivided into 81 IC–RP, 17 IC–nonRP, 14 nonIC–RP and 4 nonIC–nonRP genes. Interestingly, several of the nonRP genes still encode proteins or RNAs connected to ribosome functions/assembly or translation. One IC–nonRP gene encodes ACT1 that functions in translational fidelity (31) and three other (*TEF4*, *NOG2* and *IMD4*) encode proteins involved in different aspects of ribosome function (32–34). These three genes each encompass one small nucleolar RNA (snoRNA) gene (*SNR38*, *SNR191* and *SNR54*, respectively) that is encoded in their introns. These snoRNAs are by themselves encoded by nonIC–nonRP genes and have been shown to play functional roles in translation (35,36). In addition, the IC–nonRP gene *SNR17B* encodes an snoRNA, which is a component of the small ribosome subunit processosome complex (37). Finally, we note that 9 of the 11 Lsm3-occupied genes that we removed due to their vicinity to HCRs were RP genes, and all 11 were IC genes.

Since the Lsm2–8 complex is involved in splicing (13), we made occupancy heatmap profiles to determine the location of Lsm3 peaks in the 81 IC–RP and 17 IC–nonRP genes (Supplementary Table S5 and Figure 2D and E). In both classes, Lsm3 occupied the last exons with a summit ∼250 bp downstream of their last intron 3′-ends. To correlate chromatin positions of the entire set of 116 Lsm3-occupied DNA regions to transcription termination, we performed ChIP-seq using a TAP-tagged Rna14 subunit of the pre-mRNA cleavage factor 1a complex (CF1a), which is involved in pre-mRNA 3′-end processing and contains several subunits that were previously identified by us as interacting with the chromatin-bound form of Mediator (5,38). Globally, Rna14 was enriched in the 3′-untranslated regions (UTRs) of 401 genes, at a mean distance ∼180 bp downstream of the 3′-ends of their CDSs (Figure 3A). Of these genes, 80 were commonly occupied by both Lsm3 and Rna14 (Figure 3B and Supplementary Table S6). By comparing binding of Lsm3 and Rna14 at the 116 Lsm3-occupied genes, we found that Lsm3 bound at a mean position around 70 bp upstream of the 3′-ends of the CDSs, ∼250 bp upstream of the position for Rna14 binding in their 3′-UTRs (Figure 3B and C).

**Figure 3.**
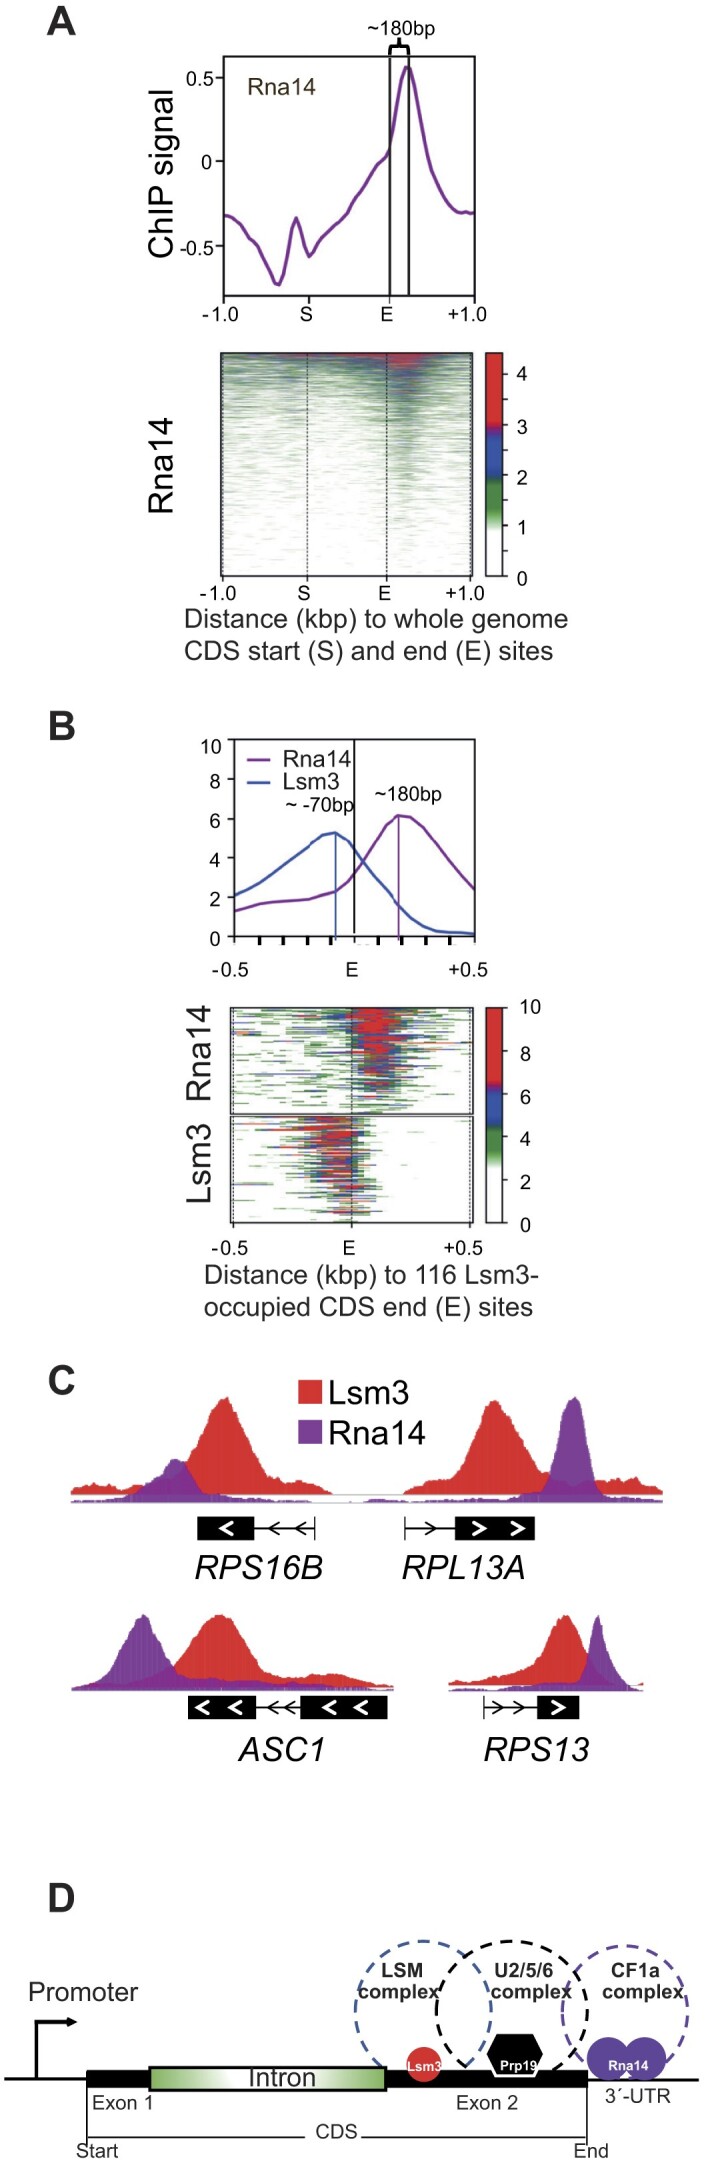
Comparison between Lsm3 and Rna14 binding at the 3′-ends of genes. (**A**) Global occupancy profile (top graph) and global heatmap (bottom graph) of Rna14-TAP ChIP signal relative to the CDSs (±1 kb). Distance (bp) between CDS end sites and peak summit is indicated on the top of the peak. CDSs (S to E) were scaled to 1 kb. (**B**) Occupancy profiles (upper graph) and heatmaps (bottom graph) of Lsm3-TAP and Rna14-TAP ChIP signals upstream and downstream of the CDS end sites for the 116 Lsm3-occupied genes. Distances (bp) between CDS end sites and peak summits are indicated on the top of each peak. (**C**) IGV images showing comparisons between Lsm3 and Rna14 ChIP-seq signals at representative examples of four typical IC–RP genes. (**D**) A model representing the mapped locations for the LSM decaysome (Lsm3), the U2/5/6 spliceosome (Prp19) and the CF1a 3′-end processing (Rna14) complexes at a model IC–RP gene.

The peak of Lsm3 occupancy at ∼250 bp downstream from the last intron in IC–RP genes partly overlaps with chromatin regions in the last exon of IC genes previously identified as enriched for binding of the Prp19 spliceosome subunit (29), which is important for co-transcriptional splicing of IC–RP genes and was previously identified by us as interacting with the chromatin-bound Mediator (5). Prp19 occupies the 3′-exons but further downstream (∼500 bp) of their 3′-splice sites relative to Lsm3. However, Prp19 still binds in their CDSs. In combination with our finding that Rna14 binds to the 3′-UTRs, and thus downstream of Prp19, these results suggest a possible model for a coordinated role between Lsm3, Prp19 and Rna14 in maturation of IC–RP transcripts (Figure 3D).

### Lsm3 occupancy at 3′ exons correlates with Mediator occupancy at promoter regions of IC–RP genes

Based on our earlier biochemical findings of interactions between Mediator and the Lsm complex in chromatin, we performed ChIP-seq experiments using affinity-purified antibodies specific for Med1 and Med15 in the wild-type strain *BY4742*. Genome-wide, we identified Mediator occupancy at 869 (Med1) and 648 (Med15) regions (Supplementary Figure S4A and Supplementary Table S7). The genomic regions (±500 bp from the peak starts and ends) at sites enriched >2-fold relative to the IgG control in each Mediator ChIP-seq were used to retrieve a list of 2171 Med1 binding and 1344 Med15 binding genes using the YeastMine database (Supplementary Table S8). Of these, 1300 sites were commonly occupied by both Med1 and Med15 (Supplementary Figure S4B). This list was manually curated as described in the ‘Materials and methods’ section to reach a final number of 725 protein encoding genes commonly occupied by both Med1 and Med15 (Supplementary Figure S4B and Supplementary Table S9). Heatmaps showed that Mediator predominantly occupies the promoter regions of these genes (Supplementary Figure S4C). However, both Med1 and, to a lesser extent, Med15 also occupied the CDSs of some genes (see genes at the top of each heatmap). For comparison and validation, we used score files from our previously published ChIP-seq data (5) for a set of TAP-tagged Mediator subunit strains representing each of the four Mediator modules, head (TAP-Med17), middle (TAP-Med14, TAP-Med19), tail (TAP-Med3, TAP-Med15) and kinase (TAP-CycC), to study their occupancy to the 725 genes identified here in ChIP-seq experiments using anti-Med1 and anti-Med15 antibodies (Supplementary Figure S4D). All TAP-tagged subunits showed enrichment in the promoter regions but also, to a lesser extent, in the CDSs of these genes.

We combined our ChIP-seq data using Med1 and Med15 antibodies in wild-type cells with the data derived from TAP-tagged strains and arranged the 725 genes into four groups by *k*-means clustering (Figure 4A and Supplementary Table S10). To better describe the characteristics of each cluster, we plotted occupancy profiles in the promoter regions (Figure 4B) and found that the clusters differed with respect to their peak heights and distances from their peak summits to the start of their CDSs. GO analysis of genes in each cluster showed that they were enriched for distinct molecular functions (Figure 4C and Supplementary Table S11). Cluster 1 was enriched for genes encoding ABC-type xenobiotic transporters, cluster 2 for genes encoding proteins involved in GOs related to transcriptional regulation and cluster 3 for genes encoding proteins related to cyclin-dependent kinase regulatory and glycerol-3-phosphate dehydrogenase activities. Finally, cluster 4 was highly enriched for genes encoding proteins involved in ribosomal function and assembly, similarly to what we found for the 116 genes occupied by Lsm3 (Figure 2B). Interestingly, by comparing all 725 Mediator-occupied genes with the 116 Lsm3-occupied genes, we found an overlap of 86 genes, which corresponds to 74% of the Lsm3-occupied genes, and 84 of these genes were found in cluster 4 (Figure 4D). The remaining two Mediator/Lsm3 co-occupied genes (*RPS4A* and *ACT1*) were found in cluster 3. Based on our findings for the Lsm3-occupied genes (Figure 2C), we compared the enrichment of IC and RP genes between the 725 Mediator-occupied genes and the 116 Lsm3-occupied genes (Figure 4E). We found that the 86 common Mediator- and Lsm3-occupied genes were highly enriched for both RP (82 of 86 genes = 95%, *P*-value = 2.3 × 10^−148^) and IC (76 of 86 genes = 88%, *P*-value = 5.2 × 10^−89^) genes. In contrast, neither the uniquely Mediator-occupied nor the uniquely Lsm3-occupied genes were enriched for RP or IC genes. In total, we found that 73 of the 86 (85%) common Mediator- and Lsm3-ocupied genes were IC–RP genes (Figure 4F).

**Figure 4.**
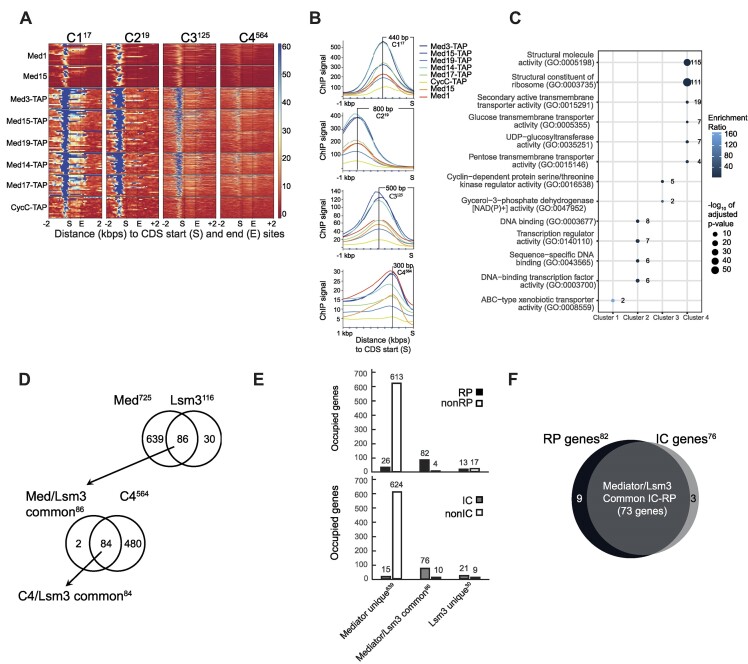
Mediator binds 200 bp upstream of transcription start site to 86 (74%) of the 116 Lsm3-occupied genes, of which 73 (85%) are IC–RP genes. (**A**) The 725 Mediator-bound genes were arranged into four clusters by *k*-means clustering. The ChIP signals (counts per million per 10-bp bin) of each peak are shown in the clustered heatmaps. Score files of ChIP-seq data from this study (Med1 and Med15) and previous study (5), using TAP-tagged Mediator subunits, were combined to compute matrices for the heatmaps. The numbers of genes in each cluster are indicated as superscript. (**B**) The profile plots of Mediator binding patterns at the promoter regions of clusters 1–4. Average ChIP-seq signals for each cluster and distances between peak summits and CDS start sites are plotted. (**C**) GO analysis for genes in each cluster. Molecular functions with adjusted *P*-value ≤0.05 were extracted. Numbers to the right of circles indicate the number of genes in each molecular function annotation. Colors of circles represent the enrichment ratio of cluster frequency relative to the genome frequency. Sizes of circles represent the adjusted *P*-values. (**D**) The upper Venn diagram (top) shows that Mediator (occupying 725 genes) and Lsm3 (occupying 116 genes) co-occupy 86 common genes. The lower Venn diagram shows that 84 of these 86 genes are found in cluster 4. (**E**) Bar plots showing the number of genes from each gene class (IC/nonIC or RP/nonRP) uniquely bound by Mediator, by both Mediator and Lsm3, or by Lsm3 uniquely. (**F**) Venn diagram representing the overlap of 73 genes between the 82 RP genes and the 76 IC genes that are co-occupied by Mediator and Lsm3. These 73 IC–RP genes that are co-occupied by Mediator and Lsm3 constitute 81% of all 90 IC–RP genes, 53% of all 138 RP genes and 19% of all IC genes identified in the yeast genome.

### IC–RP genes co-occupied by Mediator and Lsm3 show a second Mediator peak in their 3′-exon overlapping with the peak for Lsm3

We next produced heatmaps and occupancy profiles to compare the location of Med1, Med15 and Lsm3 binding in the 73 co-occupied IC–RP genes (Figure 5A). We again observed a second Mediator peak at the 3′-ends of these genes coinciding with the Lsm3 peak, especially for the Med1 ChIP-seq (cf. Supplementary Figure S4C). For an independent comparison, we used our previously reported ChIP-seq data using TAP-tagged Mediator strains and compared occupancy of Mediator and Lsm3 to each of the 639 genes exclusively bound by Mediator, the 86 genes that are co-occupied by Mediator and Lsm3, and the 30 genes that are exclusively bound by Lsm3 (Figure 5B and Supplementary Figure S4D). For the Mediator unique genes, we only found Mediator occupancy in their promoter regions and no Lsm3 binding to any part of these genes (Figure 5B, left panels). For the Mediator/Lsm3 co-occupied genes, we found Mediator occupancy at both their promoters and 3′-ends, while Lsm3 showed strong occupancy uniquely to their 3′-ends at a position overlapping the second Mediator peak and no detectable Lsm3 at the promoters (Figure 5B, middle panels). Finally, Lsm3 showed occupancy only to the 3′-ends of the Lsm3 unique genes, but we detected no binding of Mediator to any part of this group of genes (Figure 5B, right panels). We noticed a relatively stronger occupancy of Lsm3 at the 86 Mediator/Lsm3 co-occupied genes relative to the 30 Lsm3 uniquely occupied genes suggesting that the Mediator and Lsm complexes might bind cooperatively to the co-occupied genes. The absence of Lsm3 at the strongest site of Mediator occupancy in the promoters further shows that the co-occupancy of Mediator and Lsm3 in the 3′-end of the genes is specific for that location.

**Figure 5.**
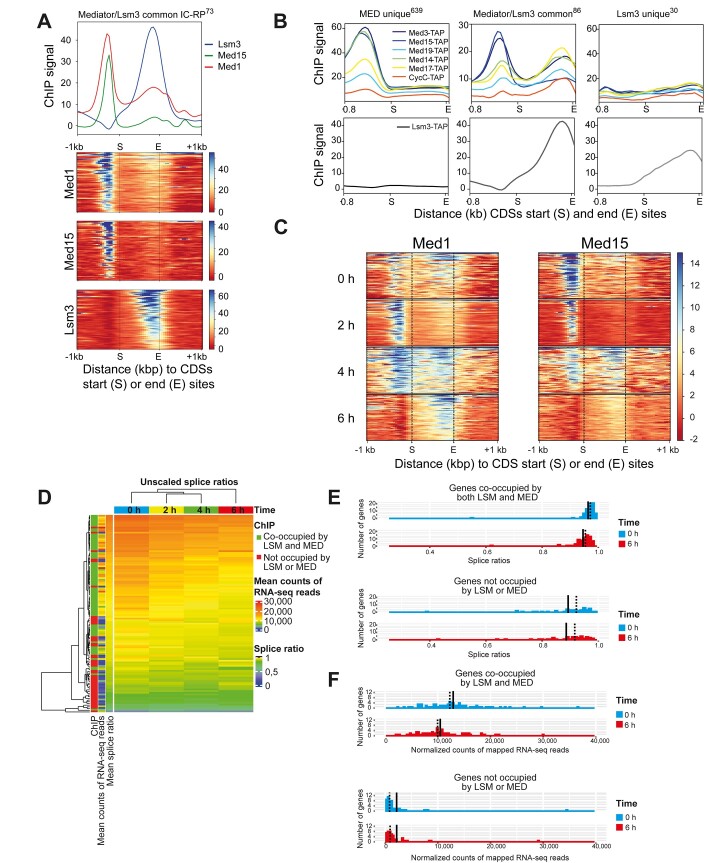
Mediator and Lsm3 show co-occupancy at 3′-exons of IC–RP genes in the late exponential growth phase. (**A**) Occupancy profiles and heatmaps of Med1, Med15 and Lsm3 ChIP-seq signals of the 73 commonly occupied IC–RP genes. Gene CDSs are scaled to 1 kb. (**B**) Occupancy profiles of TAP-tagged Mediator subunits (tail: Med3 and Med15; middle: Med19 and Med14; head: Med17; kinase: CycC) relative to the CDSs of the 639 genes uniquely occupied by Mediator (left panel), the 73 commonly occupied IC–RP genes (middle panel) and the 30 genes uniquely occupied by Lsm3 (right panel). Score files for TAP-tagged subunits were extracted from our previous ChIP-seq study (8). Gene CDSs are scaled to 1 kb. (**C**) Heatmaps of Med1 and Med15 ChIP-seq signals from different growth stages at the 73 commonly occupied IC–RP genes. Gene CDSs are scaled to 1 kb. (**D**) Heatmap with dendrograms for time points (on top) and genes (left) produced using Euclidean distance and complete linkage from the average of splice ratios at each time point for wild-type cells grown at 30°C. The left bars aligned with the heatmap represent the gene ChIP-binding characteristics, the average count of mapped RNA-seq reads for all time points and the average splice ratio for all time points. The names of the genes, from top to bottom, are listed in Supplementary Table S15 using the same color code as in the figure. (**E**) Distributions of the average splice ratios at the 0 and 6 h time points for IC genes co-occupied by Lsm3 and Mediator (upper) and IC genes without Lsm3 or Mediator binding (lower). Paired *t*-test *P*-values for the 6 h time points compared to the 0 h time points were 7.4e−12 (upper graph) and 0.088 (lower graph). (**F**) Distributions of the average normalized counts of mapped RNA-seq reads at the 0 and 6 h time points for IC genes co-occupied by Lsm3 and Mediator (upper) and IC genes without Lsm3 or Mediator occupancy (lower). Paired *t*-test *P*-values for the 6 h time points compared to the 0 h time points were 8.3e−21 [upper versus lower graph in panel (E)] and 0.95 [upper versus lower graph in panel (F)]. Solid and dashed lines in panels (E) and (F) represents mean and median values, respectively.

### Mediator occupancy shifts from the promoters to the 3′-ends of IC–RP genes when cells approach the late logarithmic phase, and this transition correlates with reduced expression levels and reduced splicing of these genes

RP genes are expressed at their highest rates at mid-exponential growth but are downregulated in the late exponential phase when cells approach the diauxic shift due to glucose exhaustion (39). We compared Mediator binding to the 73 IC–RP genes at different time points during early to late exponential phases (Figure 5C; see Supplementary Table S12 for growth curves). During the early to early/mid-exponential phase (0 and 2 h), we detected significant occupancy of Mediator to the IC–RP gene promoters and less to their 3′-ends. We observed a marginally increased occupancy of Mediator at the 3′-ends at the 0 h time point compared to the 2 h time point, particularly noticeable in the Med1 experiment. We interpret this phenomenon as a lingering effect stemming from the recent dilution of these cells from overnight cultures. However, during the mid-exponential phase (4 h), Mediator showed near-equal occupancy to both their promoters and 3′-ends. Finally, during the late exponential phase (6 h), Mediator predominantly occupied the 3′-ends and showed no detectable promoter occupancy. As a control, we also analyzed the ChIP results from the IgG control experiments, but found no major differences in the background signals when comparing the 2 and 4 h time points (Supplementary Figure S4E). For a more detailed view, please refer to the IGV images illustrating comparisons between Lsm3, Med1 and Med15 occupancies at the 0, 2, 4 and 6 h time points for representative examples of four typical IC–RP genes (see Supplementary Figure S4F). In conclusion, our results indicate that the transition from exponential growth to lag phase correlates with a transition of Mediator from the promoters of IC–RP genes to the position of Lsm3 occupancy at their 3′-ends, a shift that might affect both mRNA levels and splicing efficiency.

We next used an unbiased RNA-seq-based approach to study the effects of Mediator transition on both mRNA levels and splicing efficiencies. 

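The RNA-seq time course held 42 libraries of BY4742, a haploid laboratory strain of Saccharomyces cerevisiae, grown in rich medium. Stranded libraries were made after polyA selection, 24 from cultures at 0 h and 6 each from cultures at 2, 4 and 6 h. Each library has a file of read counts over whole genes and a file of read counts over exons only, made by the authors with featureCounts 2.0.3 on the Ensembl annotation of the R64-1-1 genome and deposited without normalization. Counting used the strand, and reads that mapped to several places or overlapped more than 1 gene on a strand were not counted, so near-identical paralogs, which are frequent among RP genes, can lose reads. The methods name a ComBat-seq adjustment for batch differences in polyA selection, whereas the deposited values are featureCounts output as written by that program, and the sample labels name no batch. In the headers of the count files, the alignment names of 18 of the 24 libraries labelled 0 h carry another treatment name (35C, 10C or Na200) in place of the 30C of the other libraries. All 24 were analysed as 0 h, as the labels and the methods give them. Total gene counts ranged from 5382002 to 28221337 at 0 h (median 12734619), from 4339150 to 16139124 at 2 h (median 11329860.5), from 6404650 to 22601624 at 4 h (median 10758197.5) and from 8377258 to 31908031 at 6 h (median 16795309). Expression was taken as gene counts scaled to the average library size of 13900104 counts, and values for a class of genes as the mean over its genes in each library. Cultures were the replicates, and their libraries were taken as unpaired. The submitters' numbers leave open that the same culture gave libraries at several time points. Class means of 24 and 6 libraries were compared by a two-sided exact permutation test over all 593775 splits, with a smallest possible p of 1.68e-06.
After the data were seen, the libraries were found to fall into 2 sets that did not follow the time points. The slope of log2 CPM (counts scaled to the library total) on log2 gene length, taken over 4479 protein-coding genes that have no intron and encode no ribosomal protein, lay between -0.08 and 0.19 in 10 libraries and between 0.38 and 0.62 in the other 32. The gap of 0.189 between the sets was the largest in the series, and the next was 0.0759. The flat length slope occurred in 7 libraries at 0 h, 1 at 2 h, 0 at 4 h and 2 at 6 h. These sets are libraries and not conditions. Values within a set, or with labels permuted only within the sets, are given beside part of the pooled ones.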

Wild-type BY4742 cultures were grown to different densities as described for the ChIP-seq experiments, and samples for RNA-seq were harvested (see Supplementary Table S13 for growth curves). Analyses of the RNA-seq results identified 4733 genes that had at least 75 counts in all samples (six biological repeats for each time point). 

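With the whole-gene counts of all 42 libraries, 4789 of the 7127 annotated genes had at least 75 counts in every library, and with the exon counts 4790. The text gives the same number of repeats for each time point while the methods give 24 for 0 h; the text does not say which 6 of the 24 were meant. The largest count among the alternatives, 5037 genes, came from scaling the libraries to one size before the threshold was applied. In edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment over the 4789 genes, 1193 genes were higher and 941 lower at 6 h than at 0 h at an adjusted p under 0.05. At 4 h, 849 were higher and 835 lower, and at 2 h 2 were higher and 2 lower, with 472 genes at an unadjusted p under 0.05. Scaling by library size alone moved the median log2 change of all genes to 0.11 at 6 h and 0.10 at 4 h, with 1437 higher and 642 lower genes at 6 h and 1029 higher and 523 lower genes at 4 h.
Genes that follow glucose use served to check the time labels. HXT1 (YHR094C, chromosome VIII, 290913 to 292625), a transporter used at high glucose, decreased from 21146 ± 4804 normalized counts (SD, n = 24) at 0 h to 2215 ± 992 (SD, n = 6) at 6 h, a log2 change of -3.30 (standard error 0.24, adjusted p = 2.49e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in 6 of 6 libraries at 6 h than in any at 0 h. HXK1 (YFR053C), a glucose-repressed hexokinase, rose from 1323 ± 600.02 to 30086 ± 10338 normalized counts, a log2 change of 4.40. The log2 changes of CTT1 and SUC2 were 1.11 and 0.66. HXT7 and HSP12 had as few as 10 and 5 counts in a library and were outside the test; their mean normalized counts rose from 47.9 and 32.8 at 0 h to 2481 and 3580.4 at 6 h. Among the 4789 tested genes, the 3 largest rises also included HXT4 (log2 change 4.68) and TDH1 (4.10). The 3 largest falls among them also included PRM7 (-2.48) and FCY21 (-1.80).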

After filtering (see the ‘Materials and methods’ section), we obtained a list of 141 IC genes that could be used in comparisons to our ChIP-seq data (Supplementary Table S14). Out of these, 72 were genes that we detected as co-occupied by both Mediator and Lsm3 in our ChIP-seq, 45 were not occupied by either Mediator or Lsm3, 17 were uniquely occupied by Lsm3 and 7 were uniquely occupied by Mediator. 

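The classes were rebuilt from the ChIP-seq tables, since the copy at hand of the sheet that lists them is incomplete. Of 313 genes with an annotated intron of at least 25 bp, 12 of them mitochondrial, 223 had at least 75 gene counts in every library. Removal of 10 genes that overlap one of the 238 HCRs left 213 IC genes. Of these, 75 were in both the Lsm3 list (116 genes) and the Mediator list (725 genes), 107 in neither, 21 in the Lsm3 list only and 10 in the Mediator list only. A further 11 genes were in both lists but have no annotated intron in the count files. The co-occupied class held 71 RP genes and 4 others (ACT1, HNT1, UBC4 and snR17b), whereas the 107 unoccupied genes included 0 RP genes. Replacing the minimum in every library by a mean of at least 75 counts gave 231 IC genes with 125 unoccupied. Another annotated gene overlaps an intron in 17 of the 213 genes.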

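Intron reads were the gene counts minus the exon counts of a library. The splice ratio was 1 minus the intron reads per base divided by the exon reads per base, limited to the range from 0 to 1. ACT1 (YFL039C), on the minus strand of chromosome VI from 53260 to 54696 with an intron of 309 bp, had a median of 108 intron reads per library at 0 h and a splice ratio of 0.9696 ± 0.0174 (SD, n = 24). Intron reads set the precision. RPS7B (YNL096C, intron of 345 bp) had a median of 197 at 0 h, while the small RNA gene snR17b had 19.5 and QCR10 1, so that single reads move the ratio of the latter. In 951 of 299334 pairs of gene and library the exon count exceeded the gene count, by at most 2353 counts, and intron reads were then set to 0.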

For each IC RNA species, we estimated the fraction of spliced transcripts by calculating the relative abundance of RNA-seq mapped reads in whole genes compared to exons only. 

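Averaged over the 24 libraries at 0 h, the mean splice ratio of the 75 co-occupied genes exceeded that of the 107 unoccupied genes by 0.0543, and their mean normalized counts by 11795. Permuting class membership across genes gave p = 0.00025 for the splice ratio and p = 1e-05, the smallest the 100000 permutations can give, for normalized counts; genes are not independent replicates. The most highly expressed co-occupied gene was RPL2B (YIL018W, chromosome IX, 316768 to 317932) with 37358 ± 6105 normalized counts (SD, n = 24), 1 of a pair of RP paralogs that can share reads. DBP2 (YNL112W) stood apart from the other unoccupied genes with 34477 ± 6551 normalized counts and a splice ratio of 0.988 ± 0.00606, and SAC6 was next at 5575 ± 963. RPS14B (YJL191W) had the lowest splice ratio of the co-occupied genes, 0.560 ± 0.198, on a median of 872.5 intron reads, followed by RPS27A at 0.919 ± 0.0285. YBR090C and YHL050C, both unoccupied, had a splice ratio of 0 in every 0 h library, which means at least as many reads per base over the annotated intron as over the exons.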

A scatter plot of the mRNA levels and splice ratios for each gene identified substantial differences between the 72 Mediator/Lsm3 co-occupied genes and the 45 genes that do not bind either Mediator or Lsm3 (Supplementary Figure S5A; see Supplementary Table S14 for specification of the genes that correspond to each number). 

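Over the 4 time points weighted equally, the SD of the splice ratio across genes was 0.0501 in the co-occupied and 0.148 in the unoccupied class. This difference did not pass a permutation test across genes (p = 0.141), while the interquartile ranges, 0.0239 and 0.0696, differed (p = 0.00064). For expression, the SD across genes was 5583 normalized counts in the co-occupied and 3169 in the unoccupied class (p = 0.0152), and the interquartile ranges were 5709 and 739. Relative to the class mean the order was the opposite, with coefficients of variation of 0.477 and 2.27 (permutation test across genes, p = 1e-05, the smallest possible). The unoccupied SD and coefficient of variation rest largely on DBP2, at 32013 normalized counts against a class median of 759.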

Heatmap and cluster analyses of these two groups of genes (Figure 5D) clearly show that genes co-occupied by Mediator and Lsm3 (shown in green in the bar to the left) display higher and more homogeneous splice ratios as well as higher and more inhomogeneous expression levels compared to genes that bind neither Mediator nor Lsm3 (shown in red in the bar to the left; see Supplementary Table S15 for a list of the genes ordered from the top to the bottom in Figure 5D). These differences are more evident and quantified in histograms representing the expression levels (Supplementary Figure S5B) and splicing ratios (Supplementary Figure S5C) for all genes in each of the two groups. 

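At 0 h, 74 of 75 co-occupied and 82 of 107 unoccupied genes had a mean splice ratio above 0.9. The median splice ratio was 0.973 in the co-occupied class, with quartiles of 0.962 and 0.981, and 0.950 in the unoccupied class, with quartiles of 0.906 and 0.9697. More than 5000 normalized counts were found for 70 co-occupied and 2 unoccupied genes, whereas 0 co-occupied and 70 unoccupied genes had fewer than 1000. The medians were 12741 and 747 normalized counts. The Lsm3-only genes had a median splice ratio of 0.965 and a median of 4795 normalized counts, and the Mediator-only genes 0.942 and 2399.6.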

Finally, we used the RNA-seq data to study possible changes in expression levels and splice ratios for the co-occupied IC genes relative to the IC genes that bind neither Mediator nor Lsm3 at different growth states. 

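The mean splice ratio of the co-occupied genes in the 24 libraries labelled 0 h, in the order of their replicate numbers, was 0.963, 0.948, 0.966, 0.959, 0.987, 0.962, 0.965, 0.980, 0.957, 0.97004, 0.967, 0.976, 0.959, 0.961, 0.946, 0.990, 0.992, 0.967, 0.990, 0.950, 0.969, 0.930, 0.961 and 0.950. Their mean normalized counts in the same order were 12003, 10011, 11969, 13157, 17934, 11028, 10877, 17476, 10190.2, 11974, 12084, 16616, 10093, 11297, 12422, 17648, 18878, 11519, 17649.7, 12087, 16878, 11925, 9920.3 and 10848. At 2 h the splice ratios of replicates 1 to 6 were 0.986, 0.944, 0.961, 0.905, 0.957 and 0.945, at 4 h 0.962, 0.942, 0.905, 0.967, 0.963 and 0.959, and at 6 h 0.936, 0.985, 0.905, 0.972, 0.947 and 0.950. Normalized counts were 17411, 11929, 10110.4, 10302, 10203 and 10996 at 2 h, 10421, 12003, 11758, 9745, 10219 and 10913 at 4 h and 8593, 15482, 9581, 13925, 7855 and 10317 at 6 h. The 7 libraries at 0 h with a flat length slope (replicates 5, 8, 12, 16, 17, 19 and 21) lay between 16617 and 18878 normalized counts and the other 17 between 9920.3 and 13157 (two-sided exact permutation test, p = 2.89e-06, the smallest possible). Their splice ratios, 0.983 ± 0.00855 (SD, n = 7) and 0.958 ± 0.0100 (SD, n = 17), differed as well (exact permutation test, p = 5.78e-06).

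**Figure D1:**
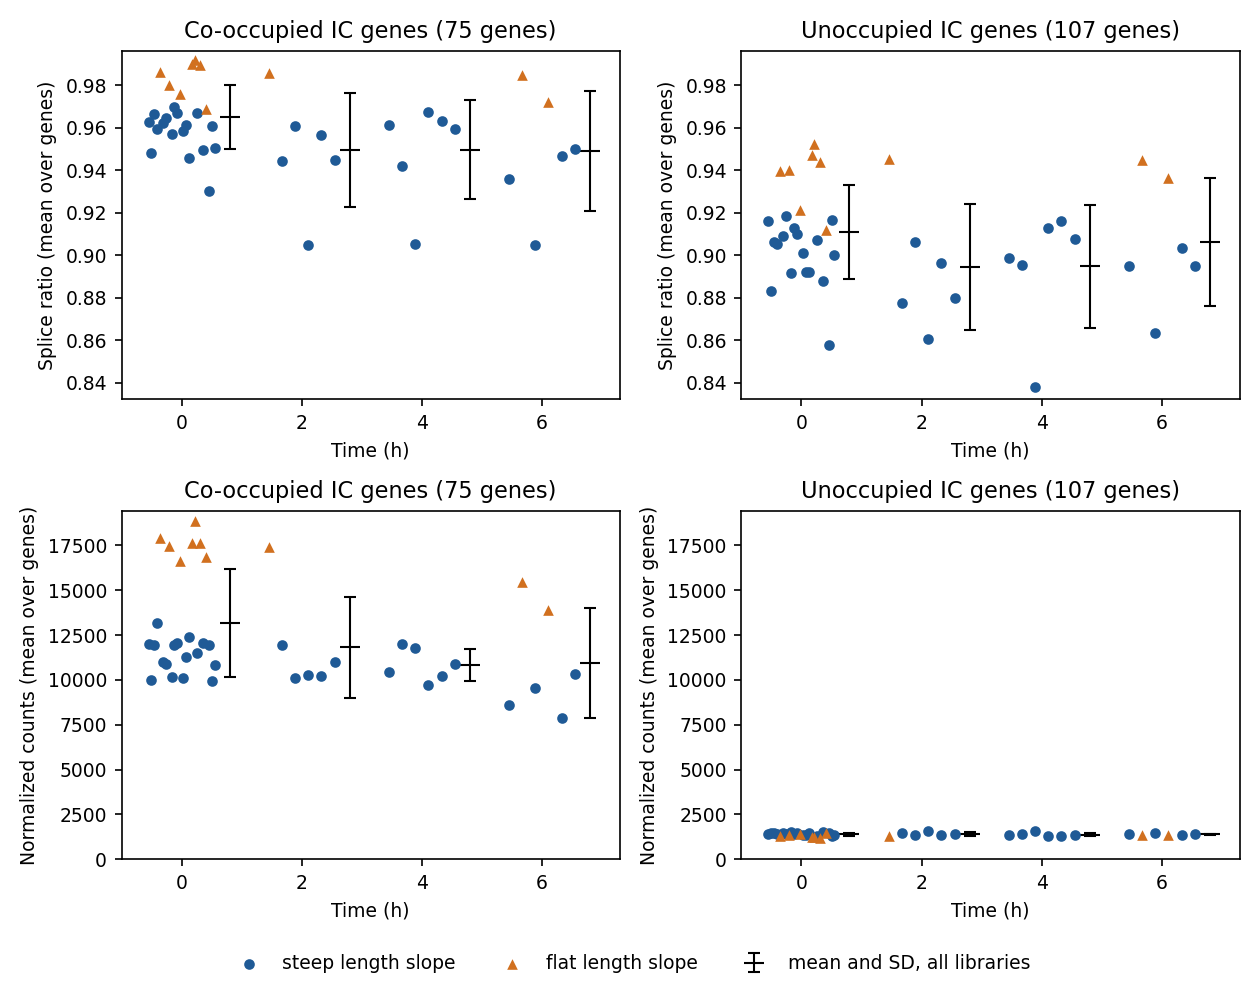
Mean splice ratio (upper panels) and mean normalized counts (lower panels) of 75 co-occupied (left) and 107 unoccupied IC genes (right) against time in h, with a point for each of the 42 libraries; circles are libraries with a steep and triangles libraries with a flat length slope, and the black marks are the mean ± SD of all libraries of a time point. The triangles of the co-occupied genes lie at or above 13925 normalized counts and the circles at or below 13157.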

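The mean splice ratio of the 75 co-occupied genes was 0.965 ± 0.0152 (SD, n = 24) at 0 h, 0.950 ± 0.0267 (SD, n = 6) at 2 h, 0.950 ± 0.0234 (SD, n = 6) at 4 h and 0.949 ± 0.0283 (SD, n = 6) at 6 h. With cultures as replicates, the fall by 0.0161 from 0 h to 6 h did not pass the exact permutation test (p = 0.0635), nor did the changes of -0.0157 at 2 h (p = 0.0654) and -0.0154 at 4 h (p = 0.0574). With labels permuted within the length-slope sets the splice ratio fell by 0.0173 at 6 h (exact permutation test, p = 0.00471). The change was -0.0234 in the steep set (17 and 4 libraries, exact p = 0.00618). In the flat set it was -0.00463 (7 and 2 libraries, exact p = 0.528, where the smallest possible is 0.0278). All 6 libraries at 4 h are steep, and in the steep set the 4 h change was -0.00794 (exact p = 0.26). At 2 h it was -0.0155 in the steep set (17 and 5 libraries, exact p = 0.0335). The 1 flat library at 2 h differed from the flat mean at 0 h by 0.00262. Single 6 h libraries moved the pooled result, to a change of -0.0233 without replicate 2 (exact permutation test, p = 0.0107) and of -0.00719 without replicate 3 (p = 0.369).
Mean normalized counts of the co-occupied genes were 13187 ± 3012 (SD, n = 24), 11825 ± 2821 (SD, n = 6), 10843 ± 890.2 (SD, n = 6) and 10959 ± 3059 (SD, n = 6) at the 4 time points. They fell by 2228 from 0 h to 6 h (exact permutation test, p = 0.118), and the changes were -1362 at 2 h (p = 0.317) and -2343 at 4 h (p = 0.0649). In the steep set alone the changes were -669 at 2 h (exact p = 0.169) and -533 at 4 h (exact p = 0.241). The 1 flat library at 2 h differed by -172 from the flat mean at 0 h. Most of the pooled 4 h fall therefore goes with the mix of the sets. Within the sets the counts of the co-occupied genes fell by 2481 at 6 h (exact permutation test, p = 2.32e-05). The changes were -2290.3 in the steep set (exact p = 0.000835) and -2879.5 in the flat set (exact p = 0.0278, the smallest possible). Without 6 h replicate 2 the pooled counts fell by 3133 (exact permutation test, p = 0.0343). Per gene, log2 changes at 6 h were below 0 for 75 of 75 co-occupied genes, with a median of -0.36, and 24 of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; this count was 55 without replicate 2 and 9 without replicate 5. The largest log2 changes among these 24 were those of snR17b (-1.08), RPL39 (-0.60, with its intron overlapped by YJL188C) and RPS17B (-0.59). Over the alternatives, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or from DESeq2 ranged from 0.00488 to 0.125 for snR17b, from 0.0138 to 0.265 for RPL39 and from 6.67e-05 to 0.0384 for RPS17B. Of the genes that the paper names elsewhere, TEF4, IMD4, ASC1 and NOG2, all in the Lsm3-only class, had log2 changes of -0.83, -0.55, -0.48 and -0.18, ACT1, RPS4A, RPL19B and RPL23A, all co-occupied, -0.03, -0.29, -0.24 and -0.37, and RPL29, with no annotated intron, -0.26.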

Our results show that the Mediator and Lsm co-occupied IC genes showed significant reductions in both splice ratios (Figure 5E, upper panel) and expression levels (Figure 5F, upper panel) as cells go from early (0 h) to late (6 h) logarithmic growth. In contrast, IC genes that do not bind either Mediator or Lsm3 displayed no significant changes in either splice ratios (Figure 5E, lower panel) or expression levels (Figure 5F, lower panel). These differences are also visualized and quantified in box plots (Supplementary Figure S5D and E). 

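The mean splice ratio of the 107 unoccupied genes was 0.911 ± 0.0224 (SD, n = 24) at 0 h, 0.894 ± 0.0296 (SD, n = 6) at 2 h, 0.895 ± 0.0290 (SD, n = 6) at 4 h and 0.906 ± 0.0300 (SD, n = 6) at 6 h. It fell by 0.00471 from 0 h to 6 h (exact permutation test, p = 0.669), and the changes were -0.0167 at 2 h (p = 0.135) and -0.0162 at 4 h (p = 0.144). Without 6 h replicate 3 it was higher at 6 h by 0.00391 (exact permutation test, p = 0.723). The difference between co-occupied and unoccupied genes in each library fell by 0.0114 from 0 h to 6 h (exact permutation test, p = 0.00708), with changes of -0.0121 in the steep set (exact p = 0.011) and -0.00854 in the flat set (exact p = 0.167). This difference had changed by 0.00106 at 2 h (exact permutation test, p = 0.807) and by 0.000825 at 4 h (p = 0.841). With the 6 libraries at 0 h whose submitter numbers run on to those of the later libraries in place of all 24, it fell by 0.00936 (exact permutation test, p = 0.126). These 6 libraries are also the 6 at 0 h with 30C in their alignment names.
Mean normalized counts of the unoccupied genes were 1392 ± 87.4 (SD, n = 24), 1415 ± 102 (SD, n = 6), 1383 ± 110 (SD, n = 6) and 1395 ± 37.6 (SD, n = 6), a change of 3.64 at 6 h (exact permutation test, p = 0.923). With TMM effective library sizes in place of library totals they fell by 81.8 (exact permutation test, p = 0.012). Both means weigh DBP2 most, which had 34477 normalized counts at 0 h against a class median of 747. Its log2 change at 6 h was -0.37. The mean log2 value of the 107 genes changed by 0.085 with library totals (exact permutation test, p = 0.183), so no fall of the class as a whole is claimed. The class difference in normalized counts fell by 2232 (exact permutation test, p = 0.123), and the change was -2489 with labels permuted within the length-slope sets (exact p = 2.32e-05). Per gene, 22 unoccupied genes were lower and 19 higher at 6 h at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and among these the largest falls were in EPT1 (log2 change -0.75), SPT14 (-0.66) and SMD2 (-0.63) and the largest rises in UBC8 (1.46) and QCR10 (1.43). The paper reports the reductions in the co-occupied genes (Figure 5E and F) and, from the transition of Mediator from their promoters to their 3'-exons, proposes a repressive effect that lowers both the transcript levels and the splicing of these genes.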

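Paired across genes, 73 of 75 co-occupied genes had a lower mean splice ratio at 6 h than at 0 h, with a median change of -0.0148, and a paired t-test across genes gave p = 4.28e-11. Of the 107 unoccupied genes 61 were lower and 44 higher, with a median change of -0.00210 (paired t-test across genes, p = 0.0147; permutation test, p = 0.0144). With one 6 h replicate left out, the p of the unoccupied genes was 1.17e-07 or 2.34e-06 without replicate 2 or 4, and 0.192, 0.0597, 0.0524 or 0.259 without replicate 1, 3, 5 or 6. The comparison of the per-gene changes between the classes gave p = 8.15e-05. Normalized counts were lower at 6 h for 74 co-occupied genes, with a median change of -2167 (paired t-test across genes, p = 1.14e-20), and lower for 46 and higher for 61 unoccupied genes, with a median change of 31.95 (p = 0.956). Here the comparison between the classes gave p = 5.34e-21. These tests treat the genes of a class, which share the libraries, as independent.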

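Tested gene by gene with cultures as replicates, 9 IC genes had a lower splice ratio at 6 h and 0 a higher one at an adjusted p under 0.05 (exact permutation test with Benjamini-Hochberg adjustment), 5 of them co-occupied; at an unadjusted p under 0.05, 39 co-occupied genes were lower and 1 higher. RPS7B (YNL096C, chromosome XIV, 443398 to 444315) fell from 0.940 ± 0.0220 (SD, n = 24) to 0.872 ± 0.0423 (SD, n = 6), RPP1B from 0.960 ± 0.0193 to 0.894 ± 0.0536 and RPS16A from 0.973 ± 0.0156 to 0.937 ± 0.0354. The other co-occupied genes were RPS16B and RPL19B, and RPS7B, RPS16A, RPS16B and RPL19B have paralogs that can share reads. Of the unoccupied genes, GLC7 fell from 0.897 ± 0.0241 to 0.837 ± 0.0493 and CNB1, on a median of 5 intron reads at 0 h, from 0.965 ± 0.0177 to 0.917 ± 0.0387. RPL14B (Lsm3 only) and RPL27B (Mediator only) were the remaining genes. The same test within the length-slope sets gave 64 lower genes, 50 of them co-occupied.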

Finally, we note that the co-occupied IC genes are spliced more efficiently and expressed at a much higher level in all growth phases than IC genes that do not bind either Mediator or Lsm3 (Figure 5E and F).

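The co-occupied class had the higher mean splice ratio and the higher mean normalized counts in 42 of 42 libraries. The difference in splice ratio within a library ranged from 0.0362 to 0.0725 and the difference in normalized counts from 6491 to 17658. Averaged over the libraries of a time point, the splice ratios differed by 0.0553 at 2 h, 0.0551 at 4 h and 0.0429 at 6 h (permutation tests across genes, p = 0.00054, 0.001 and 0.00555), and normalized counts by 10409.9, 9460.1 and 9563 (p = 1e-05 each, the smallest possible). The order of the classes in splicing depended on the lengths of introns and exons: with 1 minus intron reads over gene reads, without lengths, the co-occupied mean was the lower one, by a difference of -0.00573 at 0 h, -0.0168 at 2 h, -0.0166 at 4 h and -0.0198 at 6 h (permutation tests across genes, p = 0.684, 0.117, 0.145 and 0.0422). The introns of most co-occupied genes are longer than those of most unoccupied genes. A longer intron gives more intron reads at equal splicing, so the order without lengths cannot show which class is spliced more.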

### Mediator is most likely interacting with the nuclear form of Lsm1–7

Most of our experiments presented thus far were conducted using the Lsm3 subunit, which is a component of both major forms of the Lsm complex, Lsm1–7 and Lsm2–8. Consequently, our ChIP-seq results cannot distinguish between these two forms. However, certain experiments suggest that Lsm1–7 is the more likely interaction candidate. First, we utilized the SGD to identify reported interactions between each of the Lsm1, Lsm3 and Lsm8 subunits and individual Mediator subunits. We found 13 reported genetic interactions between Lsm1 and various Mediator subunits (Med1, Med3/Pgd1, Med5/Nut1, Med8, Med9/Cse2, Med10/Nut2, Med12/Srb8, Med13/Ssn2, Med14/Rgr1, Med20/Srb2, Med31/Soh1, Cdk8/Ssn3 and CycC/Ssn8), 5 for Lsm3 (Med1, Med5/Nut1, Med8, Med9/Cse2 and Med20/Srb2) and only 1 (with Med6) for Lsm8 (Figure 6A). Notably, Lsm1 exhibits the highest count of reported interactions with Mediator, suggesting that the Lsm1–7 complex interacts with Mediator. Furthermore, there is a complete overlap between Lsm1 and Lsm3 for all five interactions documented for Lsm3. However, the sole interaction documented between Lsm8 and Mediator (with Med6) is not detected for either Lsm1 or Lsm3.

**Figure 6.**
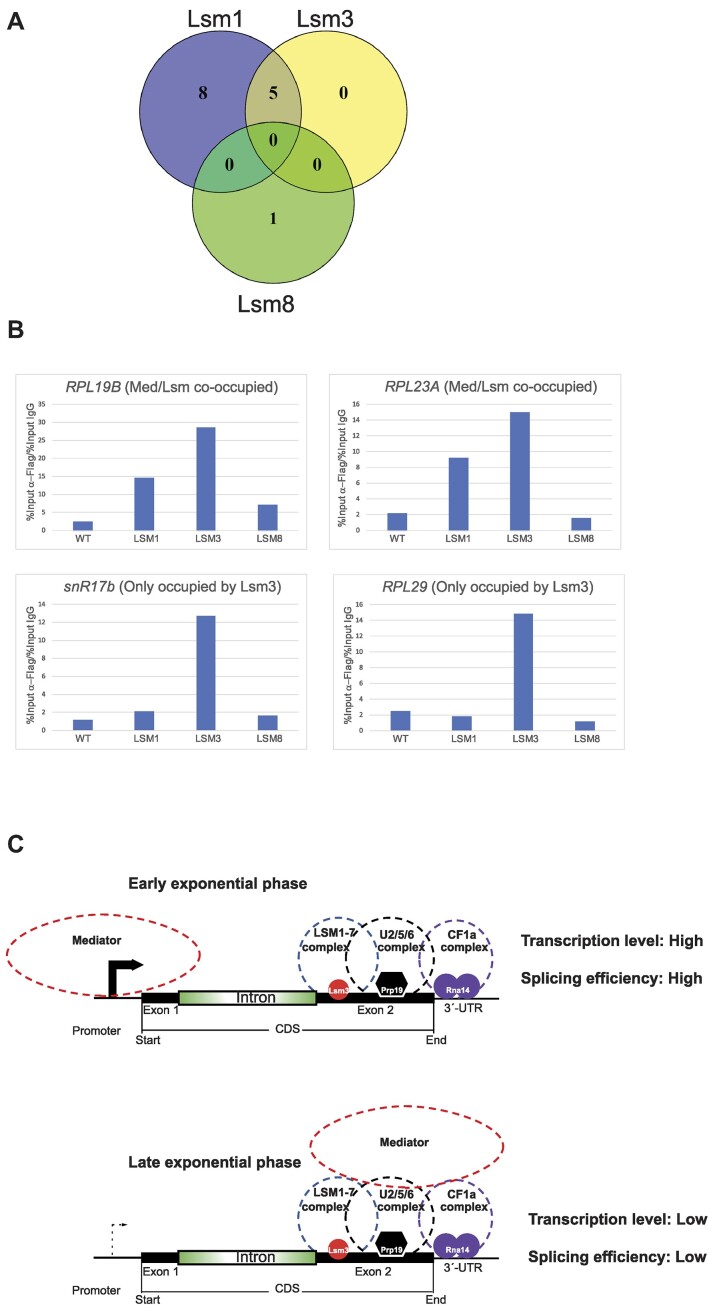
Interaction between Mediator and the Lsm1–7 complex at IC–RP genes. (**A**) Venn diagram illustrating the interactions between Lsm1, Lsm3 and Lsm8 subunits with Mediator subunits according to the SGD. (**B**) ChIP-qPCR experiments to assess the occupancy of each Lsm1-, Lsm3- and Lsm8-Flag tagged protein at two genes (*RPL19B* and *RPL23A*) that are co-occupied by Lsm3, Med1 and Med15 according to our ChIP-seq results, and at two genes (*snR17B* and *RPL29*) that are exclusively occupied by Lsm3 but not Med1 or Med15. The untagged wild-type strain served as the negative control. (**C**) A schematic model illustrating the interactions between Mediator and the Lsm, spliceosome and CF1a complexes, elucidating their roles in regulating IC–RP gene transcription and splicing in early and late exponential growth phases.

Subsequently, we conducted ChIP-qPCR experiments employing each of the Lsm1-, Lsm3- and Lsm8-Flag tagged strains. We utilized primers specific for two genes (*RPL19B* and *RPL23A*) that exhibit co-occupancy by Med1, Med15 and Lsm3 based on our ChIP-seq results, and primers specific for two genes (*snR17b* and *RPL29*) exclusively occupied by Lsm3, but not Med1 or Med15. Our findings revealed that both the Mediator/Lsm3 co-occupied genes were also occupied by Lsm1, but not by Lsm8 (see Figure 6B). Conversely, the genes exclusively occupied by Lsm3 were not occupied by either Lsm1 or Lsm8. Overall, our combined results, along with our previous report on interactions between Mediator and various proteins and protein complexes (including the Lsm1–7/Pat1 complex), support a model in which the Lsm1–7 complex interacts with Mediator at a majority of all IC–RP genes (Figure 6C).

## Discussion

Mediator was originally identified in budding yeast as a transcriptional co-activator required for integration of signals from promoter-bound transcriptional activators and repressors, and for transmission of these signals to the general Pol II preinitiation complex (1,40,41). More recently, Mediator has been linked to various other nuclear functions such as establishment of superenhancers (42), formation of topologically associating domains (chromosomal interaction domains in yeast) (5), transcription elongation (43), nucleosome displacement (44), splicing (45), termination (5) and mRNA export (46).

Our results presented here show that the yeast Lsm complex subunit Lsm3 and the Mediator tail and middle subunits Med15 and Med1 co-occupy positions in a specific set of IC ribosomal genes. In the early logarithmic growth phase, Mediator is located in the promoter regions of these genes, while Lsm3 occupies a region in the last exon, around 250 bp downstream of the intron–exon boundary. As cells exit the logarithmic growth phase, we detect a prominent transition of Mediator from the promoters of these genes to their 3′-exons where it becomes co-localized with the Lsm complex. This suggests a combinatorial, and functional, repressive effect on the expression levels of these genes by downregulating both their transcript levels and their splicing efficiencies. It is conceivable that the increased splice ratios observed for the Lsm–Mediator co-occupied genes could be influenced by their initially higher transcription levels. However, the prevailing literature suggests the opposite correlation: that high transcription rates are associated with decreased splicing efficiencies, and vice versa (47,48). Our findings reveal an unconventional pattern where Mediator transitioning from the promoter regions to the 3′-ends of IC–RP genes during the late exponential phase leads to a simultaneous reduction in both transcript levels and splicing efficiency. This observation deviates from the typical correlation between transcription rates and splicing efficiency and therefore suggests that it represents a unique feature for these genes in these conditions. Some previous evidence links transcription to splicing (49,50), and perturbations that lower the spliceosome assembly rate or increase transcription rates are known to cause a delay in splicing (47). A link between mRNA processing and transcription is also suggested by reports indicating crosstalk between metazoan Med23 and the splicing machinery regulator huRNP L (45), and by experiments showing that the *Arabidopsis thaliana* Med25 subunit couples alternative splicing of *JAZ* genes to fine-tuning of jasmonate signaling (51). It is widely recognized that Mediator plays a crucial role in modulating the phosphorylation status of the C-terminal domain of the largest Pol II subunit (1). This phosphorylation pattern governs key post-transcriptional processes such as 5′-capping, splicing and 3′-end processing (52–54). Therefore, it is conceivable that Mediator recruitment to a region downstream of the final intron of IC–RP genes could affect their splicing efficiency.

In line with our finding of an enrichment of Mediator tail and middle module subunits at the promoters of several RP genes, previous Chromatin endogenous cleavage sequencing (ChEC-seq) analysis of the Med8 head module subunit indicated robust enrichment at most RP gene promoters under normal growth conditions in either rich or minimal media (55). In contrast, early studies of Mediator occupancy at upstream activation sequences did not detect signals at promoters of highly expressed genes, including glycolytic genes and some RP genes (56,57). This was a surprising observation and was explained by variations in the association/dissociation dynamics of Mediator, specifically at RP genes (58). More recently, altered dynamics of Mediator tail occupancy at upstream sequences of RP genes have been described, which could explain the prominent Med15 occupancy at repressed and activated gene promoters during heat shock stress (59).

It is possible that Mediator has multiple effects in the maturation of RP mRNAs. We previously reported that the chromatin-bound form of Mediator interacts with spliceosome-associated subunits of the pre-mRNA cleavage factor CF1a (5). Our ChIP-seq experiments reported here using a strain expressing a TAP-tagged version of the CF1a subunit Rna14 combined with Prp19 ChIP-seq results from others suggest a model for the spatial relationship of Lsm to the spliceosome subunit Prp19 and the Rna14 subunit of the pre-mRNA cleavage factor CF1a at the 3′-end of these genes (Figure 3D).

An alternative possibility is that the overlap between Med1 and Lsm3 at 3′-exons of IC–RP genes is due to a gene looping-mediated transcription termination/reinitiation mechanism. In budding yeast, gene looping of many genes, including RP genes, was shown to accompany intron-mediated enhancement of transcription, which was also shown to depend on proper splicing (60,61). They found that the IC–RP *ASC1* exhibited a 25-fold decrease in expression when comparing full-length ASC1 to intron-deleted ASC1, while transcription run on analysis that measures the level of nascent transcripts still attached to the elongating polymerase on the template indicated significant accumulation of Pol II at the 3′-end of genes (60). However, the complete absence of Lsm3 from the Mediator-bound promoter regions (Figure 5A and B) argues against looping being the main reason for the co-occupancy of Mediator and Lsm3 at the 3′-exons of the IC–RP genes.

Altogether, our results suggest a model where specific Mediator subunits and Lsm3 may cooperate to regulate the expression of RP genes in an intron-dependent and splicing-mediated manner. It is possible that this regulation also involves interaction of Mediator with the spliceosome and CF1a (Figure 6C). In the future, it will be intriguing to discern the specific Mediator, Lsm, spliceosome and CF1a subunits directly implicated in this mechanism. Additionally, investigating the cause-and-effect relationship between Mediator/Lsm3 occupancy and the expression levels of genes, such as the removal of introns from typically co-occupied genes, holds promise for deeper insights.

## Supplementary Material

gkae266_Supplemental_Files

## Data Availability

The RNA-seq and ChIP-seq data underlying this article are available in the Gene Expression Omnibus database under accession code GSE254761.

# Supplementary material for: Growth-regulated co-occupancy of Mediator and Lsm3 at intronic ribosomal protein genes
**Source:** Nucleic Acids Res. 2024 Apr 13;52(11):6220–33. doi: 10.1093/nar/gkae266
**Supplement:** gkae266_Supplemental_Files

# **Growth regulated co-occupancy of Mediator and Lsm3 at intronic ribosomal protein genes.**

Wael R. Abdel-Fattah<sup>1#</sup>, Mattias Carlsson<sup>2</sup>, Guo-Zhen Hu<sup>2</sup>, Ajeet Singh<sup>1</sup>, Alexander Vergara<sup>3</sup>, Rameen Aslam<sup>1</sup>, Hans Ronne<sup>2</sup> & Stefan Björklund<sup>1\*</sup>

## **Supplementary data**

Supplementary data contains captions for Supplementary Figures S1-S5, captions for Supplementary Tables S1-S15, and Supplementary Figures S1-S5.

## Supplementary data figure legends

**Supplementary Figure S1. Linear correlation profiles between the three biological replicates of the whole genome. (A) IgG (Control), (B) Lsm3-TAP, (C) Med1, (D) Med15.** (1 kbp bin size).

**Supplementary Figure S2. Lsm3 and Lsm8 interaction with Mediator in chromatin. (A)** Co-immunoprecipitation of Med1 and Lsm3-TAP from chromatin. Two independently purified chromatin extracts (I1 and I2 (See Figure 1A for extract 1) were isolated from a strain expressing Lsm3-TAP, and immunoprecipitated using IgA magnetic beads. Chromatin extracts from an untagged strain (E<sub>U</sub>) was used a negative control. Beads were washed with buffer A and proteins bound to the beads were eluted using 1 x SDS sample buffer. Proteins from the input (I2, 10 times diluted), eluate (E2) and wash (W2) were resolved on 4-15% SDS-PAGE, transferred to a PVDF membrane and blotted using a-Protein A (lower blot) or a-Med1 (upper blot) antibodies followed by incubation in Clean-blot™ IP (HRP) detection reagent (Thermo Scientific). **(B)** Similar experiments as in Figure 1A and Supplementary Figure S2A, but using chromatin extracts isolated from strains expressing 3xFlag-tagged Lsm1 and 3xFlag-tagged Lsm8, respectively. Proteins from the input (I, 10 times diluted), eluate from the tagged strains (E<sub>T</sub>), wash (W), and eluate from the untagged strains (E<sub>U</sub>) extract from an untagged strain were resolved on 4-15% SDS-PAGE, transferred to PVDF membranes and blotted using  $\alpha$ -Flag (upper blot),  $\alpha$ -Med1 (middle blot) and  $\alpha$ -Med4 antibodies (lower blot). Quantifications of bands in **(A)** and **(B)** were conducted using the ImageJ software and normalized to the input (set to 1).

**Supplementary Figure S3. ChIP-seq analysis of Lsm3 occupied regions. (A)** Upset plot for the intersection between the 116 regions occupied by Lsm3 and the 238 hyper-ChIPable regions (HCRs). **(B)** Integrative genomics viewer (IGV) images showing comparisons of Lsm3 ChIP-seq signals relative to positions of HCRs. **(C)** IGV images representing each of the four examples where two genes mapped to the same Lsm3-occupied regions. Arrows indicate genes that were omitted from (red) or included in (green) the list of Lsm3 occupied genes. **(D)** Pie chart representing the four different types of omitted genes and the final set of 116 Lsm3 occupied genes. R1, R2 and R3 refer to the three biological replicates.

**Supplementary Figure S4. Analysis of yeast Mediator complex occupancies in chromatin by ChIP-seq.** (A) Bar plot showing the number of Mediator peaks with different ranges of fold enrichment (FE). Data represents MACS2 peaks of Med1 (869 peaks) and Med15 (648 peaks) from ChIP-seq analyses. (B) Workflow for the definition of significant Mediator-occupied protein-coding genes. 869 Med1 and 648 Med15 peaks showing  $\geq 2$  folds change in occupancy above control were used to make two lists of genes (2171 for Med1, and 1344 for Med15) where any part of their CDSs maps to DNA regions  $\pm 500$  bps of the peak start/end sites. Of the 1301 genes commonly occupied by Med1 and Med15, 725 represent protein coding genes that were not removed due to the presence of overlapping HCRs, being dubious ORFs, ncRNA genes, or ARSs/centromeres/transposable elements, being occupied by broad peaks or having peaks located over or downstream of their CDSs. (C) Heat maps of Med1 and Med15 ChIP signals relative to the CDS ( $\pm 1$  kb) of the 725 Mediator occupied genes. (D) Heatmaps of Mediator subunits ChIP signals relative to the CDS ( $\pm 1$  kb) of the Mediator occupied genes. Score files for the TAP-tagged Mediator subunits were extracted from our previously published study (5)<sup>4</sup>. CDSs of genes were scaled to 1 kbp. (E) Heatmaps of IgG (Control), Med1 and Med15 ChIP-seq signals from the 2 h and 4 h time points at the 73 commonly occupied IC-RP genes. Gene CDSs are scaled to 1kb. (F) IGV images showing comparisons between Lsm3, Med1, and Med15 ChIP-seq signals at the 0h, 2h, 4h, and 6h timepoints for representative examples of four typical IC-RP genes.

**Supplementary Figure S5. Genes co-occupied by Mediator and Lsm3 both display higher splice ratios and higher expression relative to genes that bind neither Mediator nor Lsm3 in logarithmically growing cells but show significant reductions of both as cells are in late logarithmic phase.** (A) Scatter plot with average splice ratios on y-axis and average normalized mapped RNA-seq reads on x-axis for IC genes co-occupied by LSM and MED (green) and IC genes not occupied by LSM or MED (red). The numbers in the scatter plot represent individual genes as described in Supplementary Table S14. (B) Density distributions of the average normalized counts of mapped RNA-seq reads for IC genes not occupied by LSM or MED (upper), and IC genes co-occupied by LSM and MED (lower). (C) Density distributions of the average splice ratios for IC genes not occupied by LSM or MED (upper), and IC genes co-occupied by LSM and MED (lower). (D) Box plots of the difference in splice ratio in Wt cells between the 6 h and 0 h time points for IC genes not occupied by LSM or MED (left) and IC genes co-occupied by LSM and MED (right). Mean zero one-sample t-test p-values for the two groups were 0.088 and 7.4e-12, respectively, and the t-test p-value for

intergroup comparison was 0.013. (E) Box plots of the difference in normalized counts of mapped RNA-seq reads in Wt cells between 6 h and 0 h time points for IC genes not occupied by LSM or MED (left) and IC genes co-occupied by LSM and MED (right). Mean zero one-sample t-test p-values for the two groups were 0.095 and 8.3e-21, respectively, and the t-test p-value for intergroup comparison was 5.5e-19.

### **Supplementary Table legends**

**Supplementary Table S1.** Data for the enriched DNA regions of three independent replicates of LSM3-TAP ChIP-seq experiments.

**Supplementary Table S2.** Lists of HCRs, Lsm3 occupied regions in each replicate, Lsm regions that overlap with HCRs and the 33 omitted genes. Overlapping regions are in bold style.

**Supplementary Table S3.** List of the 116 genes occupied by Lsm3.

**Supplementary Table S4.** Gene ontology (GO) analysis for molecular function of the 116 Lsm3 occupied genes. GO analyses was performed at <https://www.yeastgenome.org/goTermFinder> using a p-value <0.01.

**Supplementary Table S5.** Coordinates of coding DNA sequences (CDS) and intronic sequences of genes occupied by Lsm3.

**Supplementary Table S6.** Coordinates of coding DNA sequences (CDS) for genes occupied by Rna14 globally and of 80 genes co-occupied by Rna14 and Lsm3.

**Supplementary Table S7.** Peak coordinates for chromosomal regions occupied by Med1 or Med15 with  $\geq 2$ -fold enrichment above background control using IgG.

**Supplementary Table S8.** Identified genes located  $\pm 500$  bp relative to the start and end of each peak enriched  $> 2$ -fold relative to control in the Med1 and Med15 ChIP-seq experiments using the YeastMine database. Genes in bold type are enriched in both Med1 and Med15.

**Supplementary Table S9.** Curated list of genes commonly occupied by Med1 and Med15.

**Supplementary Table S10.** Mediator occupied genes arranged in four groups by k-means clustering.

**Supplementary Table S11.** Gene ontology (GO) analysis for molecular function of the Mediator bound genes in each cluster. GO analyses was performed at <https://www.yeastgenome.org/goTermFinder> using a p-value <0.05.

**Supplementary Table S12.** Growth curves for ChIP-seq experiments. Single colonies of *Saccharomyces cerevisiae* BY4742 cells (Wt) were cultivated and harvested as described in Materials and methods. Mean OD600 measurements and standard deviations (SD) for two independent experiments are shown in linear (left) and logarithmic (right) scales.

**Supplementary Table S13.** Growth curves for RNA-seq experiments. Single colonies of *Saccharomyces cerevisiae* BY4742 cells (Wt) were cultivated and harvested as described in Materials and methods. Mean OD600 measurements and standard deviations (SD) for six independent experiments are shown in linear (left) and logarithmic (right) scales.

**Supplementary Table S14.** IC genes sorted by Lsm3 and Mediator binding. Of the 141 filtered IC genes from the RNA-seq assays, the 45 genes in the No Binding column were not occupied by neither Mediator nor Lsm3 in the ChIP-seq, the 72 genes in the Lsm3 and Mediator column were detected as co-occupied by both Mediator and Lsm3, the 17 genes in the Lsm3 column were uniquely occupied by Lsm3 and the 7 genes in the Mediator column were uniquely occupied by Mediator.

**Supplementary Table S15.** List of the order of genes in Figure 5D from top to bottom. The genes are color coded in the same way as in Figure 5D. Green color represents genes co-occupied by LSM and MED. Red color represents genes not occupied by LSM or MED.

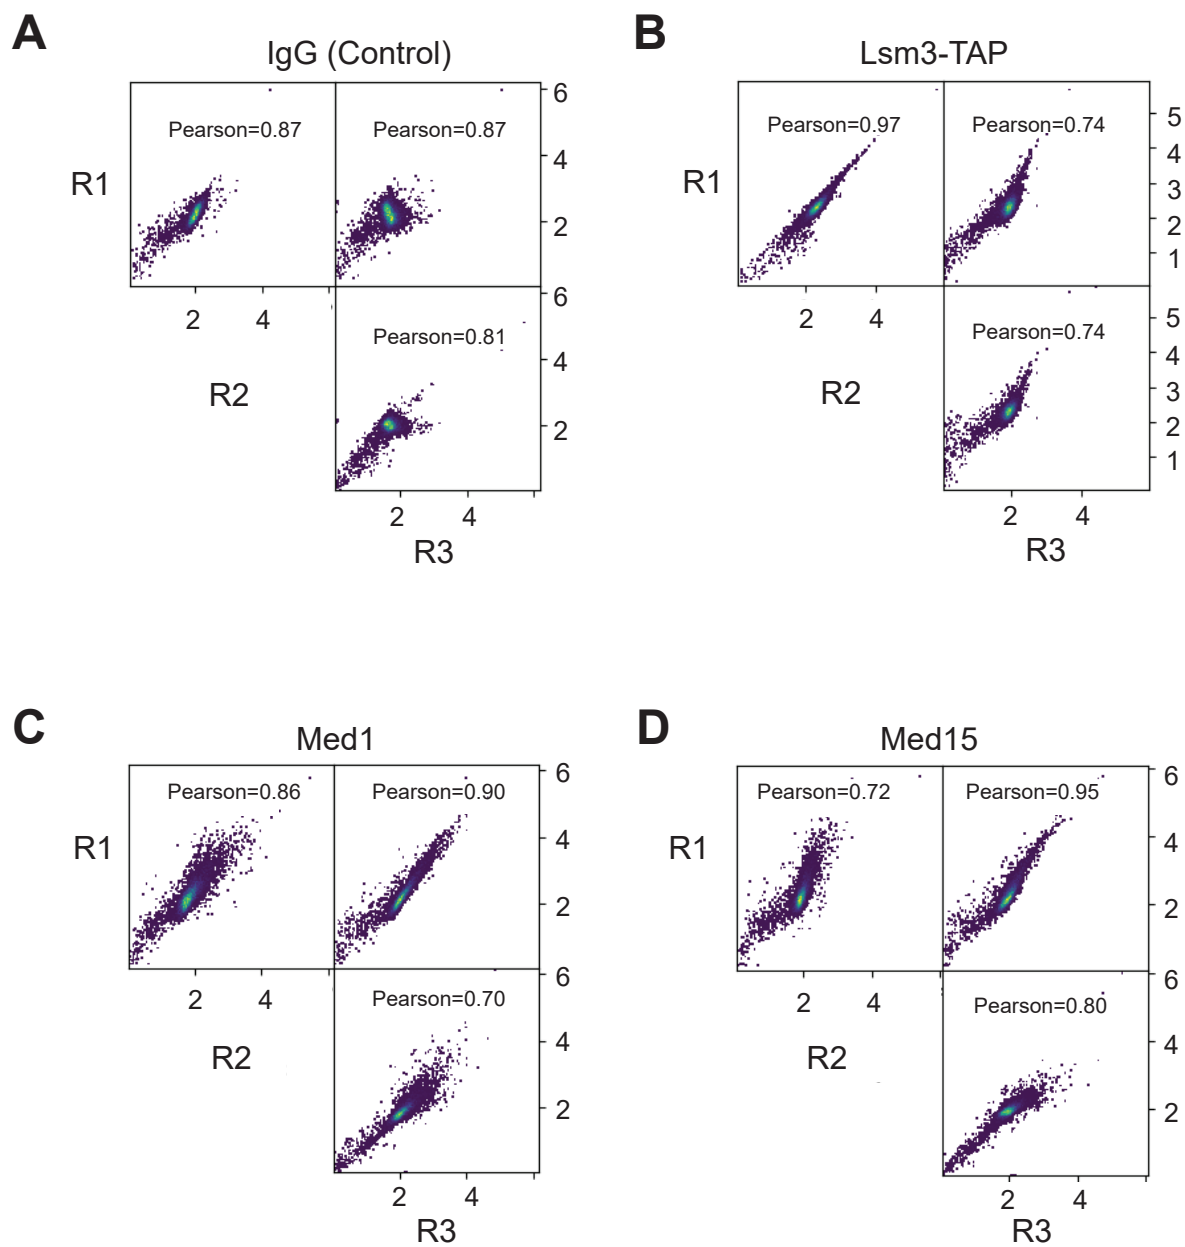

**Supplementary Figure S1. Linear correlation profiles between the three biological replicates of the whole genome.** (A) IgG (Control), (B) Lsm3-TAP, (C) Med1, (D) Med15. (1 kbp bin size).

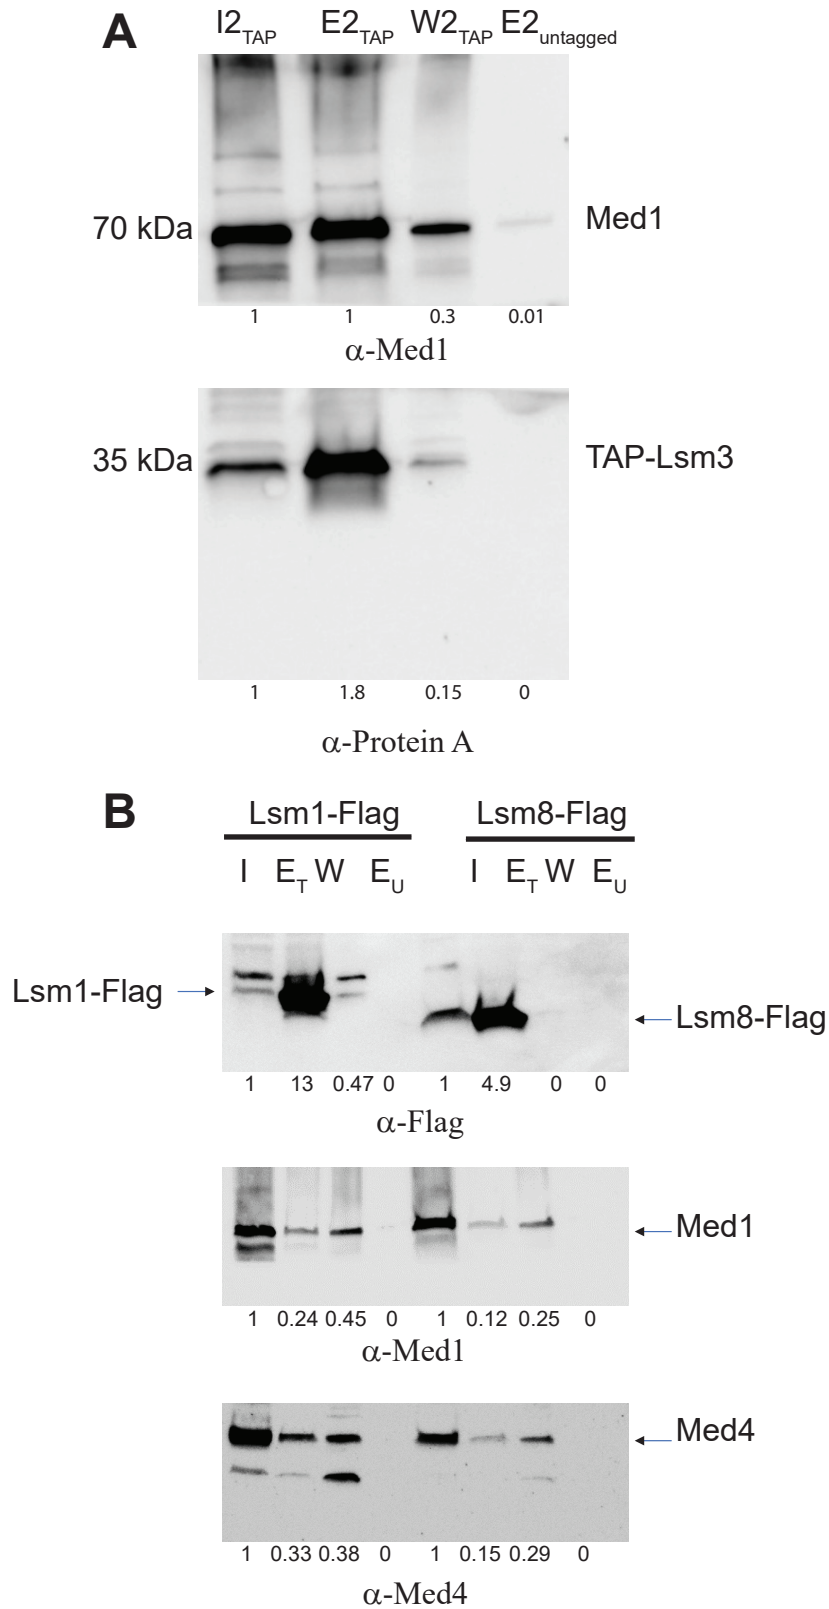

**Supplementary Figure S2. Lsm3 and Lsm8 interaction with Mediator in chromatin.** (A) Co-immunoprecipitation of Med1 and Lsm3-TAP from chromatin. Two independently purified chromatin extracts ( $I_1$  and  $I_2$ ) (See Figure 1A for extract 1) were isolated from a strain expressing Lsm3-TAP, and immunoprecipitated using IgA magnetic beads. Chromatin extracts from an untagged strain ( $E_U$ ) was used a negative control. Beads were washed with buffer A and proteins bound to the beads were eluted using 1 x SDS sample buffer. Proteins from the input ( $I_2$ , 10 times diluted), eluate ( $E_2$ ) and wash ( $W_2$ ) were resolved on 4-15% SDS-PAGE, transferred to a PVDF membrane and blotted using  $\alpha$ -Protein A (lower blot) or  $\alpha$ -Med1 (upper blot) antibodies followed by incubation in Clean-blot™ IP (HRP) detection reagent (Thermo Scientific). (B) Similar experiments as in Figure 1A and Supplementary Figure S2A, but using chromatin extracts isolated from strains expressing 3xFlag-tagged Lsm1 and 3xFlag-tagged Lsm8, respectively. Proteins from the input (I, 10 times diluted), eluate from the tagged strains ( $E_T$ ), wash (W), and eluate from the untagged strains ( $E_U$ ) extract from an untagged strain were resolved on 4-15% SDS-PAGE, transferred to PVDF membranes and blotted using  $\alpha$ -Flag (upper blot),  $\alpha$ -Med1 (middle blot) and  $\alpha$ -Med4 antibodies (lower blot). Quantifications of bands in (A) and (B) were conducted using the ImageJ software and normalized to the input (set to 1).

**A**

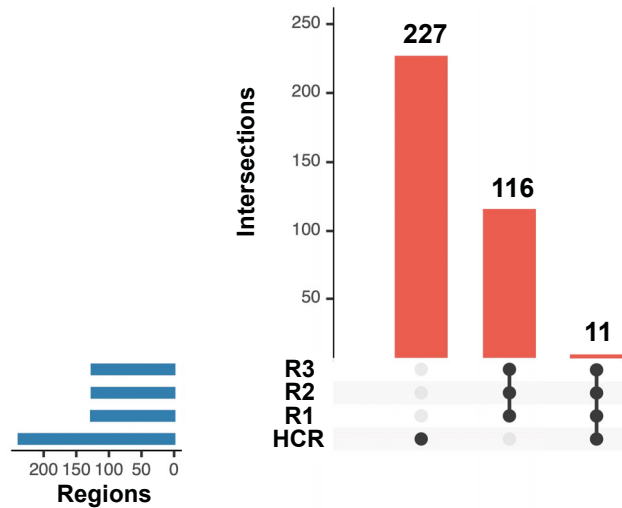

**B**

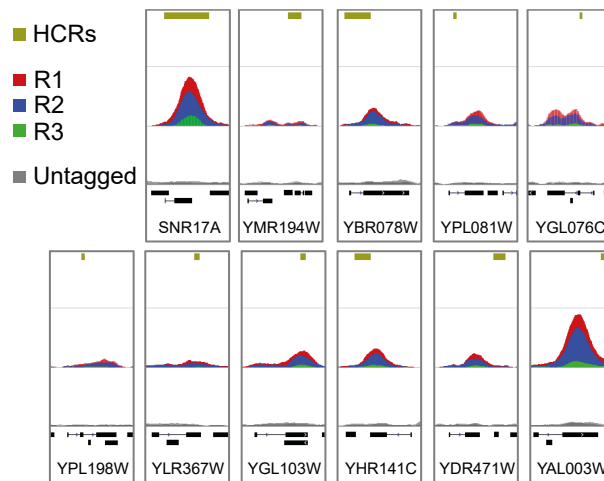

**C**

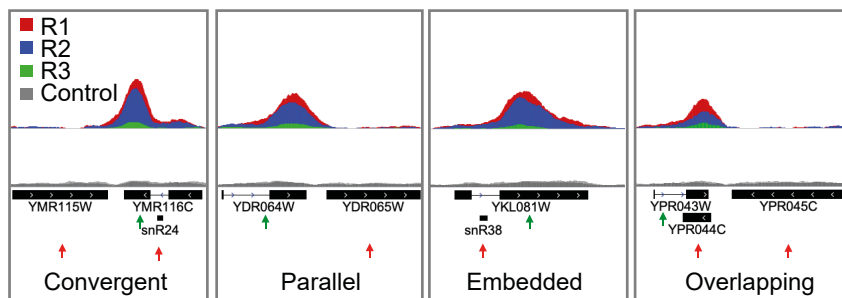

**D**

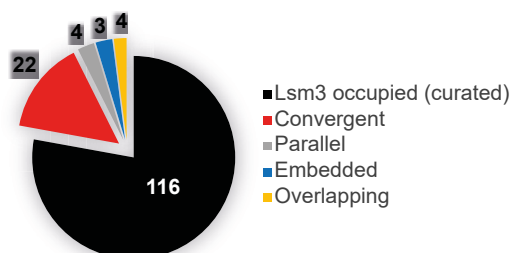

**Supplementary Figure S3. ChIP-seq analysis of Lsm3 occupied regions.** (A) Upset plot for the intersection between the 116 regions occupied by Lsm3 and the 238 hyper-ChIPable regions (HCRs). (B) Integrative genomics viewer (IGV) images showing comparisons of Lsm3 ChIP-seq signals relative to positions of HCRs. (C) IGV images representing each of the four examples where two genes mapped to the same Lsm3-occupied regions. Arrows indicate genes that were omitted from (red) or included in (green) the list of Lsm3 occupied gene list. (D) Pie chart representing the four different types of omitted genes and the final set of 116 Lsm3 occupied genes.

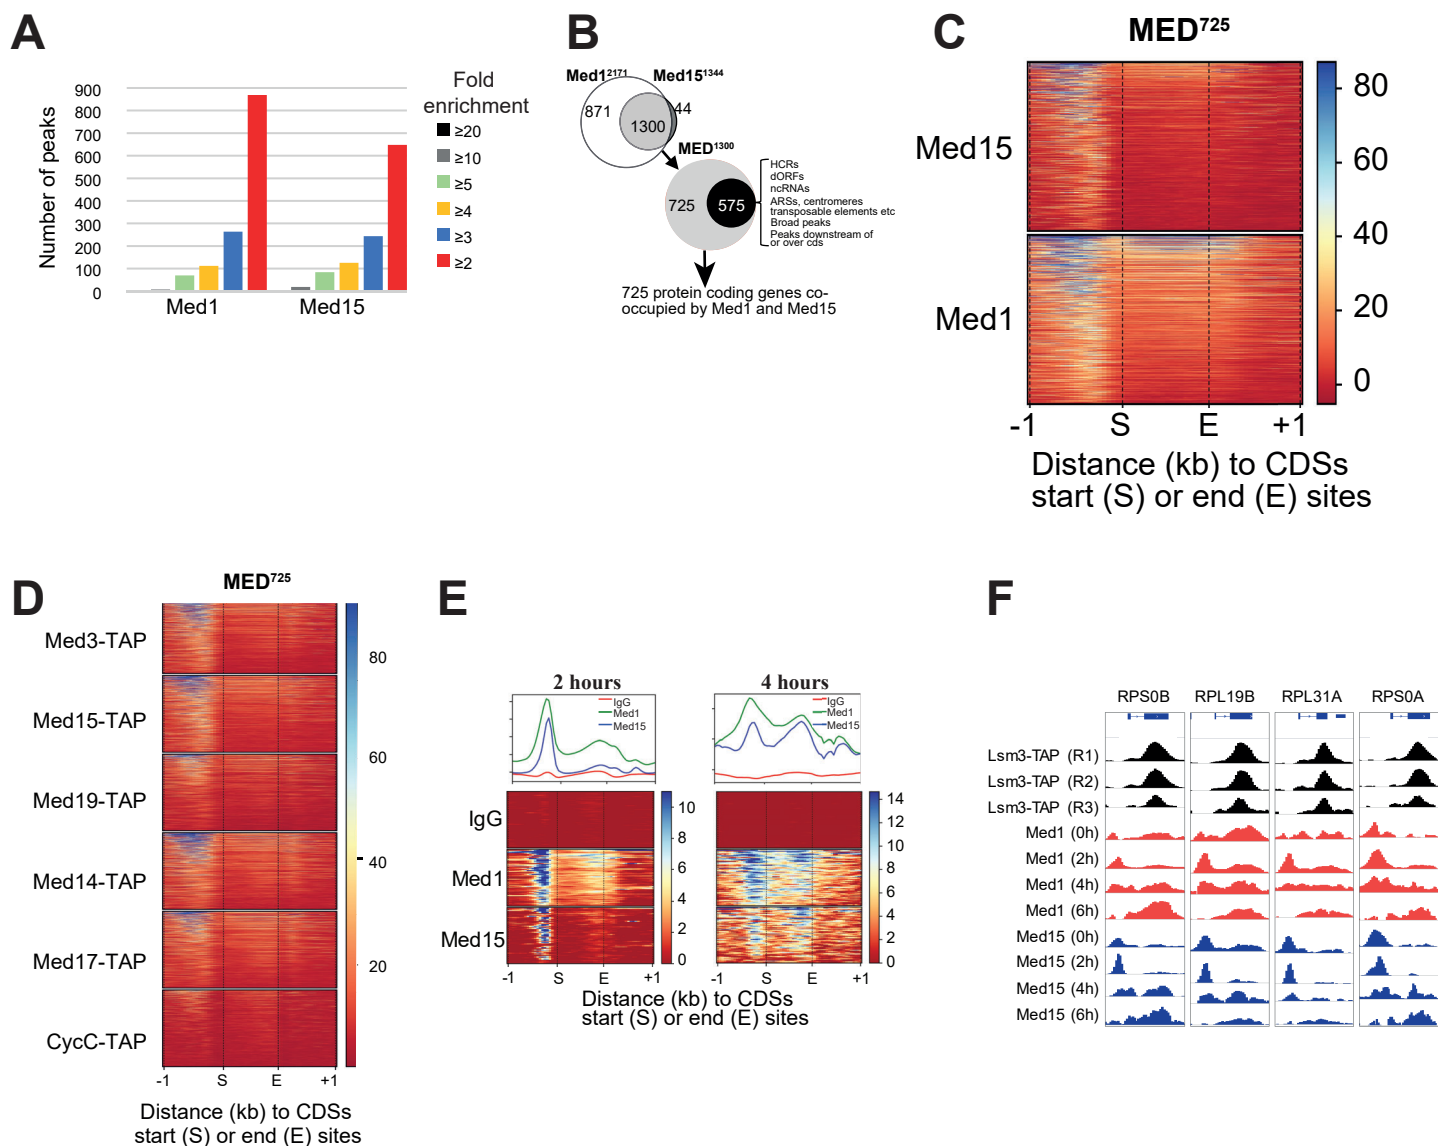

**Supplementary Figure S4. Analysis of yeast Mediator complex occupancies in chromatin by ChIP-seq.** (A) Bar plot showing the number of Mediator peaks with different ranges of fold enrichment (FE). Data represents MACS2 peaks of Med1 (869 peaks) and Med15 (648 peaks) from ChIP-seq analyses. (B) Workflow for the definition of significant Mediator-occupied protein-coding genes. 869 Med1 and 648 Med15 peaks showing  $\geq 2$  folds change in occupancy above control were used to make two lists of genes (2171 for Med1, and 1344 for Med15) where any part of their CDSs maps to DNA regions  $\pm 500$  bps of the peak start/end sites. Of the 1300 genes commonly occupied by Med1 and Med15, 725 represent protein coding genes that were not removed due to the presence of overlapping HCRs, being dubious ORFs, ncRNA genes, or ARSs/centromeres/transposable elements, being occupied by broad peaks or having peaks located over or downstream of their CDSs. (C) Heat maps of Med1 and Med15 ChIP signals relative to the CDS ( $\pm 1$  kb) of the 725 Mediator occupied genes. (D) Heatmaps of Mediator subunits ChIP signals relative to the CDS ( $\pm 1$  kb) of the Mediator occupied genes. Score files for the TAP-tagged Mediator subunits were extracted from our previously published study<sup>4</sup>. CDSs of genes were scaled to 1 kbp. (E) Heatmaps of IgG (Control), Med1 and Med15 ChIP-seq signals from the 2 h and 4 h time points at the 73 commonly occupied IC-RP genes. Gene CDSs are scaled to 1kb. (F) IGV images showing comparisons between Lsm3, Med1, and Med15 ChIP-seq signals at the 0h, 2h, 4h, and 6h timepoints for representative examples of four typical IC-RP genes.

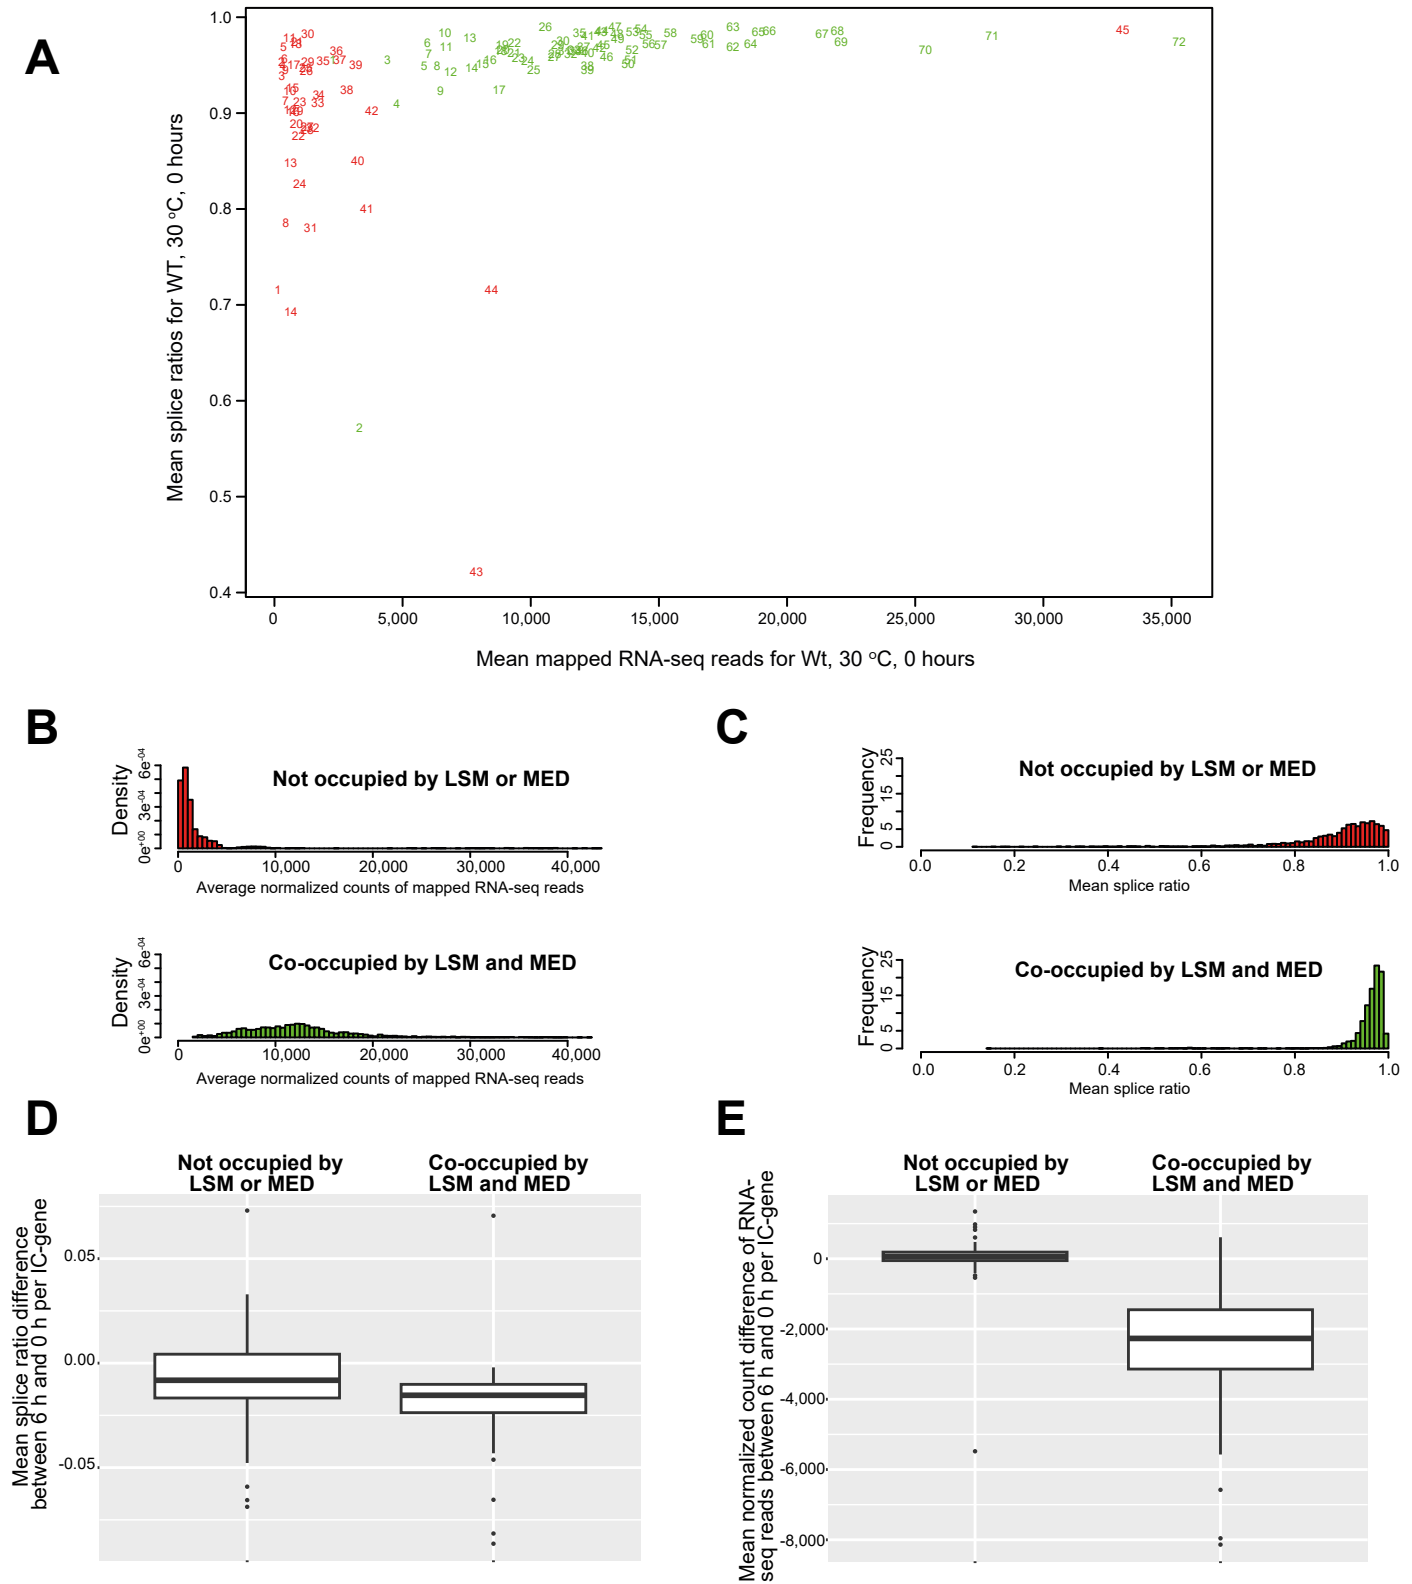

**Supplementary Figure S5. Genes co-occupied by Mediator and Lsm3 both display higher splice ratios and higher expression relative to genes that bind neither Mediator nor Lsm3 in logarithmically growing cells but show significant reductions of both as cells approach stationary phase.** (A) Scatter plot with average splice ratios on y-axis and average normalized mapped RNA-seq reads on x-axis for IC genes co-occupied by LSM and MED (green) and IC genes not occupied by LSM or MED (red). The numbers in the scatter plot represent individual genes as described in Supplementary Table S14. (B) Density distributions of the average normalized counts of mapped RNA-seq reads for IC genes not occupied by LSM or MED (upper), and IC genes co-occupied by LSM and MED (lower). (C) Density distributions of the average splice ratios for IC genes not occupied by LSM or MED (upper), and IC genes co-occupied by LSM and MED (lower). (D) Box plots of the difference in splice ratio in Wt cells between the 6 h and 0 h time points for IC genes not occupied by LSM or MED (left) and IC genes co-occupied by LSM and MED (right). Mean zero one-sample t-test p-values for the two groups were 0.088 and  $7.4 \times 10^{-12}$ , respectively, and the t-test p-value for intergroup comparison was 0.013. (E) Box plots of the difference in normalized counts of mapped RNA-seq reads in Wt cells between 6 h and 0 h time points for IC genes not occupied by LSM or MED (left) and IC genes co-occupied by LSM and MED (right). Mean zero one-sample t-test p-values for the two groups were 0.095 and  $8.3 \times 10^{-21}$ , respectively, and the t-test p-value for intergroup comparison was  $5.5 \times 10^{-19}$ .

How the deposited data were processed for this re-analysis (not part of the article)

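In all, 42 RNA-seq libraries of BY4742, 24 at 0 h and 6 each at 2, 4 and 6 h, were used, with 84 count files. The authors aligned the reads with STAR within the nf-core pipeline and counted them with featureCounts 2.0.3 on the Ensembl R64-1-1 annotation (release as named in the methods), on the reverse strand, over whole genes and over exons only. The deposited counts are raw whole numbers for 7127 genes, as the file headers and values show, and their headers name featureCounts alone, not the ComBat-seq adjustment of the methods. Reads that map to several places or overlap several genes were not counted by the authors' settings, so values of near-identical paralogs are uncertain. Total counts per library ranged from 4339150 to 31908031 with a median of 12150379, and 55 mitochondrial genes had 0 counts in all libraries. Libraries of one time point were compared in 321 pairs, and the lowest chi-square per degree of freedom was 9.50, so every pair differed by more than sampling noise.

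Symbols were matched by systematic name for 6047 genes. Intron reads were gene counts less exon counts, floored at 0, over the part of a gene outside its exons; exon counts exceeded gene counts in 951 of 299334 pairs of gene and library. IC genes had a longest gap between exons of at least 25 bp. The Lsm3 and Mediator lists were taken from the ChIP-seq tables of the paper; 114 Lsm3-list genes were placed by coordinates and 2 by name, and of the Mediator list 719 were placed by coordinates, 2 by name and 4 not at all. Kept IC genes had at least 75 gene counts in every library and no overlap with an HCR. From the counts, intron reads, splice ratios and counts scaled to the average library size were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. RP genes were those whose standard name starts with RPL, RPS or RPP, and ASC1; 50 of those tested have no intron.

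Class means per library were compared between time points by two-sided exact permutation tests, and classes of genes by permutation tests with 100000 resamples, for which genes are not independent replicates. The paired t-test across genes is the paper's own. Expression per gene was tested with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood test, all 4 time points in one fit, Benjamini-Hochberg adjustment, adjusted p under 0.05), and splice ratio per gene by exact permutation with the same adjustment over the kept IC genes. Genes named in the text are those the paper names in its RNA-seq, Lsm3 or ChIP-qPCR text that pass the filter, and the growth-phase markers. Also named are the extremes of each class in splice ratio and expression at 0 h and in their changes at an adjusted p under 0.05. The 3 largest rises and falls among the genes tested with edgeR complete this rule. HNT1, UBC4, RPL27B, RPS16B and RPL14B lie outside this rule and were named after their values were seen.

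The tests were tested on simulated data that held no shift between the length-slope sets. The simulated changes were larger than the typical changes of the co-occupied class. They therefore do not show that changes of the observed size would be found. With 200 genes changed among 4789 simulated, edgeR called all 200 in the right direction and 10 unchanged genes. With the intron density of 40 of 213 IC genes raised at 6 h, the exact permutation per gene called 38 of them lower and 2 unchanged genes. In 200 simulated comparisons without a difference, 5% of the exact permutation tests of 24 and 6 libraries and 3.5% of those within sets fell under 0.05, and 4.5% of the sign-flip tests at or under it; with a difference of 2 SD, 99.5% of the exact permutation tests of 24 and 6 libraries did.

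Alternatives covered the choice of 0 h libraries, replicate numbers as blocks, each 6 h replicate left out, gene filters, definitions of the splice ratio, scaling, DESeq2 1.42.0 with its size factors and edgeR's diffSpliceDGE. Added after the data were seen were the 2 length-slope sets, ComBat-seq from sva 3.50.0 on them, a minimum of 1000 normalized counts and the pairing of the run-on libraries. ChIP-seq data were used only as the gene lists of the paper's tables, and no ChIP-seq signal was analysed.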

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

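The thinning test was written before its result was seen. The changes from 0 h over all libraries, of the classes and of the RP genes without introns, were set before the data were examined. So were their alternatives that are counted below as chosen before. All other tests in this part were chosen only after the result was seen. So were the 0.02 margin of the thinning test and the 1.5 times limit for counts. By Dixon's test at 0.05, 9 of 39 groups of 6 libraries held a library far from the others, where chance gives about 0.05 of such groups.

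Replicate 1 at 2 h lay far from the other 5 libraries of its time point. Its slope of expression on gene length was 0.0258 (others 0.440 to 0.577), its co-occupied genes had 17411 normalized counts (10110.4 to 11929), its class difference was 16104 (8713 to 10456), its RP genes without introns had 26282 (14282 to 18254), and its Mediator-only splice ratio was 0.913 (0.776 to 0.823). It is the one 2 h library with a flat length slope, and its co-occupied counts are near the mean of the 7 flat libraries at 0 h. Sequencing depth is argued against, since 5 of 5 steep libraries at 0 h as deep as the shallowest flat one stayed below every flat library in co-occupied expression. The share of non-polyadenylated RNAs differed between the sets at 0 h (p = 0.000431, exact permutation), so a difference in polyA selection may account for this library. A biological difference of its culture and its RNA quality stay open and were not tested. Without it, the 2 h changes in splice ratio were -0.0229 for the co-occupied genes (exact permutation, p = 0.00988, against -0.0157 and p = 0.0654 with it), -0.0270 for the unoccupied genes (p = 0.0178), -0.0278 for the Lsm3-only genes (p = 0.0122) and -0.0348 for the Mediator-only genes (p = 0.0925), and the class difference changed by 0.00402 (p = 0.373). Normalized counts then changed by -2479 in the co-occupied genes (p = 0.0776), -2524 in the class difference (p = 0.0758), -1159 in the Lsm3-only genes (p = 0.0879), -539 in the Mediator-only genes (p = 0.0483) and -4070.6 in the RP genes without introns (p = 0.05), and by 45.1 in the unoccupied genes (p = 0.311). The 5 libraries left are steep while 7 at 0 h are flat, so these values also hold the difference between the sets. Against the 17 steep libraries at 0 h, splice ratios changed by -0.0155 in the co-occupied (exact permutation, p = 0.0335) and -0.0164 in the unoccupied genes (p = 0.0508). Normalized counts changed by -669 in the co-occupied (p = 0.169) and -307 in the Mediator-only genes (p = 0.189).

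Replicate 3 at 4 h lay below the other 5 libraries of its time point in splice ratio, at 0.838 in the unoccupied genes (others 0.895 to 0.916) and 0.886 in the Lsm3-only genes (0.942 to 0.961), and above them in unoccupied normalized counts, at 1592 (1303 to 1409.9). Sequencing depth is argued against, since the other libraries thinned to its total had unoccupied splice ratios of 0.899 or more. Non-polyadenylated RNAs made up 1.62% of its counts against 0.321% to 0.458% in the others, so carryover of RNA that was not polyA-selected may explain the low splice ratio. The libraries that share its last number in the submitters' names, counting the run-on library at 0 h, were also the lowest of their time points in unoccupied splice ratio (0.858 at 0 h, 0.861 at 2 h and 0.863 at 6 h) and the highest in that share (1.21%, 1.29% and 1.26%). A property of that culture or of its handling therefore stays open beside carryover. Without this library, the 4 h changes in splice ratio were -0.00652 for the co-occupied genes (exact permutation, p = 0.366), -0.00485 for the unoccupied genes (p = 0.639), -0.00331 for the Lsm3-only genes (p = 0.716) and -0.0199 for the Mediator-only genes (p = 0.381), the class difference changed by -0.00167 (p = 0.7), and unoccupied normalized counts changed by -50.3 (p = 0.226).

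Replicate 6 at 6 h had a class difference in splice ratio of 0.0552, above the 0.0362 to 0.0433 of the other 5 libraries. No explanation was tested for it. Without it, the change of the class difference from 0 h was -0.0139 (exact permutation, p = 0.00202), and the unoccupied genes changed by -0.00245 in splice ratio (p = 0.837) and -2.67 in normalized counts (p = 0.948).

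The class difference in splice ratio fell by 0.0114 from 0 h to 6 h (exact permutation, p = 0.00708) when the libraries are taken as unpaired. It also fell by 0.0124 against 2 h (p = 0.0346) and fell by 0.0122 against 4 h (p = 0.0195). The change from 0 h was -0.0121 in the steep libraries alone (p = 0.011) and -0.00854 in the flat ones (p = 0.167). Its p lay over 0.05 with the 6 run-on libraries at 0 h (-0.00936, p = 0.126) and with genes of at least 10 counts in every library (-0.0105, p = 0.0582). Exact sign-flip tests of 6 pairs, whose smallest p is 0.03125, gave p = 0.0625 with the label numbers as blocks. The submitters' last number as a block gave p = 0.0625, or 0.188 with the run-on libraries. Whether the classes differ in their change is therefore left open. Exon reads of the co-occupied genes fell, which lowers the ratio where intron reads do not follow; whether this alone made the co-occupied fall cannot be told apart from a change in splicing, since the rest of the fall beyond exon densities had an exact permutation p of 0.19 in 4 libraries. A change in splicing specific to the co-occupied class therefore stays a hypothesis. Within the sets, the splice ratio of the 71 co-occupied IC RP genes changed by -0.0184 (exact permutation, p = 0.00357). That of the 8 Lsm3-only IC RP genes changed by -0.0228 (p = 0.00897; over all libraries -0.0206, p = 0.143). All 11 IC RP genes in one list only, these 8 included, changed by -0.0125 within the sets (p = 0.13).

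Mean normalized counts fell in classes the paper shows no values for. From 0 h to 6 h they changed by -1968 in the Lsm3-only genes (exact permutation, p = 0.00458), -1216 in the Mediator-only genes (p = 8.76e-05) and -3817 in the RP genes without introns (p = 0.0722; -4185 within the sets, p = 2.32e-05). The Lsm3-only change was -2531 in the flat (p = 0.0278) and -1867 in the steep libraries (p = 0.000167), the Mediator-only change -1037 and -1356 (p = 0.0278 and 0.000167), and that of the RP genes without introns -4679 and -3948 (p = 0.0278 and 0.000501); 0.0278 and 0.000167 are the smallest p these numbers of libraries can give. These means weigh highly expressed genes most: the median over the Mediator-only genes changed by 164 (p = 0.423) and their mean log2 value by -0.016 (p = 0.833), so no fall of that class as a whole is claimed, whereas over the Lsm3-only genes the median changed by -180.4 (p = 0.67) and the mean of log2(normalized counts + 1) by -0.20 (p = 0.0245). Without replicate 2, the RP genes without introns changed by -5221 (p = 0.0189). A fall shared by RP genes whatever their introns or occupancy may explain part of this. On the log2 scale, 71 co-occupied IC RP genes changed by -0.29 (p = 0.0594; -0.32 within the sets, p = 3.71e-05), 50 RP genes without introns by -0.31 (p = 0.0522), 12 of these in neither list by -0.29 (p = 0.0327) and 11 IC RP genes in one list only by -0.29 (p = 0.0371), while 20 nonRP genes of the Lsm3-only and Mediator-only classes changed by -0.05 (p = 0.228). RP and nonRP genes of those classes differed by -0.24 over all libraries (p = 0.0568) and by -0.26 within the sets (p = 3.25e-05), and co-occupied IC RP genes and RP genes without introns did not differ detectably (0.018 across all libraries, p = 0.543). Some nonRP genes fell too, which a fall of RP genes alone leaves out: 13 Lsm3-only nonRP genes changed by -0.13 (p = 0.00391), with 7 of 13 lower. The counts of the snoRNA gene snR17b may follow polyA selection. The 3 other co-occupied nonRP genes changed by -0.17 over all libraries (exact permutation, p = 0.149), with 2 of 3 lower, and by -0.20 within the sets (p = 0.0014). There are 0 unoccupied IC RP genes, so RP identity and occupancy are separated only by the other classes.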

How the results depend on the processing

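The comparisons, the tests and the other settings behind 774 values of 79 results were chosen before the data were examined. Of these values, 658 kept their direction and their side of the threshold, or stayed within the spread of the replicates or within 1.5 times a count; 21 became weaker, 25 stronger, 36 reversed and 34 moved. A further 244 values of 76 results came from alternatives chosen after seeing the data, namely the length-slope sets (permutation within them, the 32 steep libraries alone, the set as a factor, and ComBat-seq on them), the 6 run-on libraries paired by the submitters' last number, and a minimum of 1000 normalized counts; 190 of these stayed the same, 4 became weaker, 14 stronger, 10 reversed and 26 moved. These tallies leave out the sums of higher and lower genes per time point, a choice made after the data were seen; of the sums, 10 of 30 values under settings chosen before moved, and 3 of 9 under those chosen after. In the values below, changes are differences from 0 h, and the cause of a change in a value was not tested unless it is given. Among results of single genes, 37 changed under some setting, with 52 values weaker, 66 stronger and 23 reversed.

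With labels permuted within the length-slope sets, the splice ratio of the co-occupied genes changed by -0.0173 at 6 h and -0.0121 at 2 h and their normalized counts by -2481 at 6 h, all now at p under 0.05, as were the changes of -2489 in the class difference in normalized counts and -4185 in the RP genes without introns. The class difference in splice ratio reversed to -0.00227 at 4 h and -0.000399 at 2 h, both at p over 0.05. Within the sets, 64 IC genes had a lower splice ratio at 6 h (50 co-occupied, 8 unoccupied, 5 Lsm3 only) and 1 a higher one, a Mediator-only gene (1). IMD4's change in splice ratio reversed to -0.00261.

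In the 32 libraries with a steep length slope alone, the splice ratio of the co-occupied genes changed by -0.0234 at 6 h and -0.0155 at 2 h and that of the Lsm3-only genes by -0.0175 at 2 h, all now at p under 0.05. So did normalized counts at 6 h of the co-occupied genes (-2290.3), their difference from the unoccupied genes (-2276) and the RP genes without introns (-3948). Reversed values, at p over 0.05, were -0.00114 for the Mediator-only splice ratio at 6 h, -0.00227 for the class difference in splice ratio at 4 h, -14.1 for the normalized counts of the unoccupied genes, which is also their paired value across genes (-14.1), -0.0106 for the splice ratio of IMD4 and 0.065 for the log2 change of YBR090C. Per gene, 56 IC genes had a lower splice ratio (43 co-occupied, 7 unoccupied, 4 Lsm3 only and 2 Mediator only) and 1 a higher one, Mediator only (1). In expression, 79 genes were higher and 42 lower at 2 h, and 72 co-occupied and 34 unoccupied genes were lower at 6 h.

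With the set as a factor in edgeR's fit, 14 genes were higher and 9 lower at 2 h (23 in all), and 1450 genes were lower at 6 h, 73 of them co-occupied. ComBat-seq on the sets gave changes at 6 h of -2339.8 in the co-occupied genes, -2356 in the class difference and -4021 in the RP genes without introns, all now at p under 0.05. Per gene it gave 11 higher genes at 2 h (13 higher or lower), 492 lower genes at 4 h and 68 lower co-occupied genes at 6 h.

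With the 6 run-on libraries in place of all 24 at 0 h, which leaves fewer libraries, the class difference in splice ratio at 6 h (-0.00936), the paired change of the unoccupied genes in splice ratio (-0.00244) and the changes in normalized counts of the Lsm3-only genes at 6 h (-1396) and 4 h (-1193) and of the Mediator-only genes at 4 h (-608) lay over 0.05. The changes in normalized counts of the unoccupied genes at 4 h and the Mediator-only genes at 2 h reversed to 34.5 and 154, and the log2 change of YBR090C to 0.16. Per gene, 0 genes were higher and 0 lower at 2 h (0 in all, with 152 at an unadjusted p under 0.05), 175 higher and 88 lower at 4 h (263), and 710 higher and 551 lower at 6 h (1261). At 6 h, 6 co-occupied and 8 unoccupied genes were lower and 12 unoccupied genes higher.

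The replicate numbers of the labels do not pair the libraries, with a correlation of deviations over 0.1 in 2 of 6 pairs (lowest -0.704). The submitters' last number with the run-on libraries reached this in 5 of 6 pairs (lowest -0.594, mean 0.484), and with all 0 h libraries in 14 of 24. Each last number has a run-on library at every time point, so these libraries may come from the same cultures. The correlation cannot exclude this, since the length-slope set changes between libraries of the same last number. If the cultures are the same, the unpaired tests ignore a pairing. With the label numbers as a replicate block, the class difference in splice ratio at 6 h was -0.0115 and the Lsm3-only changes in normalized counts -1585 at 6 h and -1382 at 4 h, all now over 0.05 in an exact sign-flip test of 6 pairs, whose smallest p is 0.03125. The unoccupied changes in normalized counts reversed to -30.2 at 6 h and -10.3 at 2 h, and the log2 changes of ACT1, YBR090C and GLC7 to 0.10, 0.049 and -0.043, while the log2 change of CTT1 (0.82) passed to an adjusted p over 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With this block, 0 genes were higher and 0 lower at 2 h (0 in all, with 244 at an unadjusted p under 0.05), 157 higher and 111 lower at 4 h (268), 744 higher and 541 lower at 6 h (1285), 2 lower co-occupied and 11 higher unoccupied genes. With the submitters' last number as a block, the class difference in splice ratio (-0.0114) and the Lsm3-only change in normalized counts (-1968) lay over 0.05 at 6 h, whereas at 4 h the changes in normalized counts of the co-occupied genes (-2343), of the class difference (-2335) and of the RP genes without introns (-3578) passed it, and 8 genes were higher at 2 h (11 higher or lower). All 6 libraries at 4 h are steep, and in the steep set these 4 h changes were -533, -493 and -957 (exact permutation, p = 0.241, 0.265 and 0.166). The 4 h values of other alternatives that compare all 24 libraries at 0 h without regard to the sets hold the same mix. With the 6 run-on libraries in that block, the class difference in splice ratio (-0.00936) and the changes in normalized counts of the Lsm3-only genes (-1396 at 6 h and -1193 at 4 h) and of the Mediator-only genes (-744 at 6 h) lay over 0.05, and the unoccupied change at 4 h (34.5) and the Mediator-only change at 2 h (154) reversed.

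With the median over genes, the splice ratio of the co-occupied genes changed by -0.0165, -0.0155 and -0.0154 at 6, 4 and 2 h and that of the Mediator-only genes by -0.0213 and -0.0267 at 4 and 2 h, all now at p under 0.05; the Mediator-only change at 6 h reversed to -0.0212, also at p under 0.05, and the class difference to -0.00276 at 4 h and -0.00168 at 2 h. In normalized counts, the class difference at 6 h (-2469.9) and the RP genes without introns at 4 h (-3067) passed the threshold, and the Lsm3-only genes at 6 h (-180.4) and 4 h (-678) no longer did. Reversed medians of normalized counts were 41.9 and -17.6 for the unoccupied genes at 4 and 2 h, and 164, 238 and 443 for the Mediator-only genes at 6, 4 and 2 h, the last at p under 0.05. With the mean of log2 normalized counts, the log2 changes of the co-occupied genes (-0.30 at 6 h and -0.25 at 4 h), of the class difference (-0.38 and -0.32), of the RP genes without introns at 4 h (-0.27) and of the unoccupied genes paired across genes (0.085) passed the threshold, the Mediator-only changes at 6 h (-0.016) and 4 h (-0.022) no longer did, and the unoccupied change at 4 h (0.072) and the Mediator-only change at 2 h (0.015) reversed.

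Without the lengths of introns and exons, the co-occupied class had the lower splice ratio at each time point, by -0.00573, -0.0168, -0.0166 and -0.0198 at 0, 2, 4 and 6 h, of which the last passed 0.05 across genes, the change of the class difference reversed to -0.0108 at 4 h and -0.0110 at 2 h, both at p under 0.05, and the paired change of the unoccupied genes (-0.000756) lay over it. With exon density over exon plus intron density the class difference reversed to -0.00111 at 4 h and -0.000819 at 2 h, and with pooled reads to -0.00135 at 4 h. With genes of at least 10 counts in every library, its change at 6 h (-0.0105) lay over 0.05. With edgeR's diffSpliceDGE, 33 IC genes were lower in splice ratio (27 co-occupied and 2 Lsm3 only) and 1 higher, Mediator only (1), and its log2 coefficients of EPT1 and SMD2 had the opposite direction (-0.090 and 0.0090). The interquartile range of the splice ratio across genes differed between the classes by -0.0457, at p under 0.05, whereas the SD did not pass the test.

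With TMM effective library sizes, the unoccupied change in normalized counts at 6 h reversed to -81.8, at p under 0.05 across libraries and over it when paired across genes (-81.8); it was -109.5 at 4 h, at p under 0.05, and reversed to -50.3 at 2 h, and the co-occupied change at 4 h (-3442) passed the threshold. With genes in HCRs kept, the unoccupied change reversed to -30.8 across libraries and in the pairs (-30.8). The paper removed Lsm3-occupied genes near HCRs, most of them RP genes, from its list. Such genes count as unoccupied under this setting, so the reversal need not concern genes without Lsm3. With at least 1000 normalized counts, the unoccupied change reversed to -89.7 (-89.7 in the pairs). With this filter 140 IC genes remained, 37 of them unoccupied, since it takes out weakly expressed genes. These unoccupied means weigh DBP2 most, whose log2 change at 6 h was -0.37. With genes that have another gene overlapping an intron left out, the Lsm3-only change at 4 h (-788) lay over 0.05. With library size only, 4 genes were higher at 2 h, 523 lower at 4 h and 10 unoccupied genes lower at 6 h, and the log2 changes of ACT1, YBR090C and SAC6 reversed to 0.068, 0.089 and 0.034. At 2 h, edgeR's filterByExpr gave 5 higher genes (7 in all), no filter 5 (7), and DESeq2 11 higher and 8 lower genes (19).

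Across the 6 fits that each left out one 6 h replicate, the change in splice ratio ranged from -0.0233 to -0.00719 for the co-occupied genes, from -0.0124 to 0.00391 for the unoccupied genes (the same values in pairs across genes), from -0.0163 to 0.000469 for the Lsm3-only genes and from -0.0102 to 0.0225 for the Mediator-only genes, in each case lowest without replicate 2 and highest without replicate 3. The change of the class difference in splice ratio at 6 h was negative under all alternatives run, and ranged from -0.0139 to -0.0100 with one 6 h replicate left out, at p under 0.05 in each. The change in normalized counts ranged from -3133 to -1607 for the co-occupied genes, from -3141 to -1617 for the class difference and from -5221 to -3016 for the RP genes without introns, lowest without replicate 2 and highest without replicate 5, and from -8.05 to 10.0 for the unoccupied genes, lowest without replicate 3 and highest without replicate 4. The number of lower co-occupied genes ranged from 9 to 55, lowest without replicate 5 and highest without replicate 2. The log2 changes of ACT1, YBR090C and GLC7 changed direction, ranging from -0.12 to 0.025, from -0.17 to 0.086 and from -0.018 to 0.18. Intron reads limit the splice ratio of weakly expressed genes, such as QCR10 with a median of 1 intron read per library at 0 h.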

Differences from the paper's values

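The filters kept 213 IC genes against the paper's 141, and 107 unoccupied genes against the paper's 45. Of the alternatives set before the data were examined, none closed the gap: keeping genes in HCRs gave 223 and 115, a mean of at least 75 gene counts 231 and 125, and nuclear protein-coding genes only 212 and 107. A minimum of 1000 normalized counts, chosen after seeing the values, gave 140 and 37.

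The paired t-test across genes gave a p of 4.28e-11 for the splice ratio of the co-occupied genes against the paper's 7.4e-12, and none of the alternatives closed the gap. For the unoccupied genes it gave 0.0147 against the paper's 0.088; of the alternatives set before the data were examined, only leaving out replicate 3 at 6 h came within 1.5 times of it (0.0597), and there the change is a rise of 0.00391. The p also lay over 0.05 with the 6 run-on libraries at 0 h (0.264), without lengths (0.135) and without replicate 1, 5 or 6 at 6 h (0.192, 0.0524 and 0.259), and was lower without replicate 2 or 4 (1.17e-07 and 2.34e-06). Between the classes the p was 8.15e-05 against the paper's 0.013, and no alternative set before the data were examined closed the gap, whereas the minimum of 1000 normalized counts, chosen after seeing the values, gave 0.0155.

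For normalized counts of the unoccupied genes, the p was 0.956 against the paper's 0.095 in the supplementary legend, and none of the alternatives closed the gap; the main legend of the paper gives 0.95. Between the classes it was 5.34e-21 against the paper's 5.5e-19, and of the alternatives set before the data were examined only leaving out genes with another gene overlapping an intron (4.15e-19) closed the gap.

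The paper calls expression more inhomogeneous in the co-occupied class. The SD of normalized counts across genes was 5583 in the co-occupied and 3169 in the unoccupied class, but relative to the mean it was 0.477 and 2.27, the opposite order. The unoccupied values rest largely on the gene DBP2. The interquartile ranges, 5709 and 739, keep the paper's order. The paper reports no significant change in the splice ratio of the unoccupied genes; the paired p lies under 0.05 with all libraries and over it under the alternatives named above. The paper's text describes snR17b as bound by Lsm3 and not Mediator; both of the paper's gene lists hold it, and it was counted as co-occupied. Without the lengths of introns and exons, the ranking of the classes in splice ratio is the reverse of the paper's, at p under 0.05 across genes only at 6 h. That measure counts more intron reads for longer introns at equal splicing, so it does not decide the ranking.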

Other observations

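The tests of gene length and of treatment at harvest were written before their results were seen; all other tests in this part were chosen only after the result was seen.

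The libraries of one time point fall into 2 sets by length slope, and the sets differ in the co-occupied genes. At 0 h these had 17583 normalized counts in the 7 flat and 11377 in the 17 steep libraries (exact permutation, p = 2.89e-06, the smallest possible), and a splice ratio of 0.983 against 0.958 (p = 5.78e-06). Gene length alone is argued against, since the median log2 difference of the co-occupied genes was 0.61, above a highest value of 0.57 among 10000 lists of other genes matched in length (median 0.37). So is sequencing depth, since 5 of 5 steep libraries with at least the 12998987 counts of the shallowest flat one stayed below every flat library, the highest at 12422. Across the 17 steep libraries, co-occupied expression and depth had r = 0.231 (p = 0.371) and rho = 0.319 (p = 0.211), with r = 0.530 without the 2 farthest. Non-polyadenylated RNAs (83) made up 0.212% of counts (SD 0.0638) in the flat and 0.556% (SD 0.219) in the steep libraries (p = 0.000431), with overlap (flat highest 0.333%, steep lowest 0.254%). Differing efficiency of polyA selection is a candidate explanation, and differences between cultures or in RNA quality stay open, as untested.

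The mix of the sets points away from a fall of the co-occupied genes from 0 h to 6 h, since flat libraries, with the higher values, are 7 of 24 at 0 h and 2 of 6 at 6 h. With labels permuted within the sets, the fall had p = 2.32e-05 for expression and p = 0.00471 for splice ratio (exact permutation). Gene length alone is argued against as well, since in the steep libraries the median log2 change of the co-occupied genes was -0.33, below the lowest of 10000 length-matched lists (-0.22; median 0.04).

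The fall in co-occupied splice ratio may come from fewer exon reads over an unchanged intron signal. Per kb, intron reads went from 749.8 to 928.8 (exact permutation, p = 0.249), with a change of 196 within the sets (p = 0.118). In the steep libraries they went from 856 to 1114. Exon reads went from 29613.5 to 24064.5 (exact permutation, p = 0.116), with a change of -6179 within the sets (p = 1.39e-05). In the 4 steep 6 h libraries, with intron density held at its 0 h value, exon density alone gave a change of -0.0137 (SD 0.00650) of the -0.0236 (SD 0.0207) observed, or 57.8%, and 2 of 4 libraries fell further. The rest beyond 0 h was 0.0105 (p = 0.19, exact permutation), so with 4 libraries this explanation cannot be told apart from a change in intron signal.

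Other splits of the same libraries into 24 and 6 rarely gave as many genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: 3 of 100 splits at 2 h (4 genes), 2 of 100 at 4 h (1684 genes) and 1 of 100 at 6 h (2134 genes), the real split included, with a median of 0 genes in the others. The largest other splits gave 2550, 1999 and 805 genes, with 5, 4 and 4 flat libraries among the 6, above the real counts at 2 and 4 h and below that at 6 h. With the set as a factor the counts were 23, 1900 and 3016. For splice ratio per gene by exact permutation with the same adjustment, 3 of 100 splits gave at least the 9 genes of the real one, and the largest other gave 134.

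Of the 24 libraries at 0 h, 18 carry another treatment name (35C, Na200 or 10C) in their alignment names than the label gives. Only a large effect of another treatment at harvest is argued against. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes differed between the 4 names at an adjusted p under 0.05 (0 with the set as a factor). At an unadjusted p under 0.05, 108 genes differed (353 with the set as a factor), above the medians of 70 and 171 in other splits. A smaller effect therefore stays open. The 6 libraries named 30C are also the 6 run-on libraries. With 0 genes by name, all 100 of 100 splits into 4 sets of 6 give as many by construction, which says nothing about the names; the highest gave 3 (13 with the set as a factor). The co-occupied genes had mean splice ratios of 0.961, 0.969, 0.964 and 0.967 and mean normalized counts of 12328, 13787, 12473 and 14159 in the libraries named 30C, 35C, Na200 and 10C, which hold 1, 2, 1 and 3 flat libraries.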
